# Identification and validation of hub genes in drug induced acute kidney injury basing on integrated transcriptomic analysis

**DOI:** 10.3389/fimmu.2023.1126348

**Published:** 2023-03-29

**Authors:** Yi-Xuan Deng, Kun Liu, Qun-Xiang Qiu, Zhi-Yao Tang, Rui-Man Que, Dian-Ke Li, Xu-Rui Gu, Guang-Liang Zhou, Yi-Feng Wu, Ling-Yun Zhou, Wen-Jun Yin, Xiao-Cong Zuo

**Keywords:** drug-induced acute kidney injury, Limma package, hub genes, *in vitro* and *in vivo* validation, weighted gene co-expression network analysis

## Abstract

**Background:**

Drug-induced acute kidney damage (DI-AKI) is a clinical phenomenon of rapid loss of kidney function over a brief period of time as a consequence of the using of medicines. The lack of a specialized treatment and the instability of traditional kidney injury markers to detect DI-AKI frequently result in the development of chronic kidney disease. Thus, it is crucial to continue screening for DI-AKI hub genes and specific biomarkers.

**Methods:**

Differentially expressed genes (DEGs) of group iohexol, cisplatin, and vancomycin’s were analyzed using Limma package, and the intersection was calculated. DEGs were then put into String database to create a network of protein-protein interactions (PPI). Ten algorithms are used in the Cytohubba plugin to find the common hub genes. Three DI-AKI models’ hub gene expression was verified *in vivo* and *in vitro* using PCR and western blot. To investigate the hub gene’s potential as a biomarker, protein levels of mouse serum and urine were measured by ELISA kits. The UUO, IRI and aristolochic acid I-induced nephrotoxicity (AAN) datasets in the GEO database were utilized for external data verification by WGCNA and Limma package. Finally, the Elisa kit was used to identify DI-AKI patient samples.

**Results:**

95 up-regulated common DEGs and 32 down-regulated common DEGs were obtained using Limma package. A PPI network with 84 nodes and 24 edges was built with confidence >0.4. Four hub genes were obtained by Algorithms of Cytohubba plugin, including TLR4, AOC3, IRF4 and TNFAIP6. Then, we discovered that the protein and mRNA levels of four hub genes were significantly changed in the DI-AKI model *in vivo* and *in vitro*. External data validation revealed that only the AAN model, which also belonged to DI-AKI model, had significant difference in these hub genes, whereas IRI and UUO did not. Finally, we found that plasma TLR4 levels were higher in patients with DI-AKI, especially in vancomycin-induced AKI.

**Conclusion:**

The immune system and inflammation are key factors in DI-AKI. We discovered the immunological and inflammatory-related genes TLR4, AOC3, IRF4, and TNFAIP6, which may be promising specific biomarkers and essential hub genes for the prevention and identification of DI-AKI.

## 1 Introduction

Acute kidney injury (AKI) is a common disease affecting 15% of hospitalized patients and up to 40-60% of patients in intensive care units (1). Higher AKI severity is associated with increased mortality, with AKI accounting for 1.7 million deaths each year (2, 3). Medications are a relatively common cause of AKI, especially in hospitalized patients exposed to multiple medications (4). Study found that 71.6% of AKI patients had used nephrotoxic drugs prior to or during renal injury (5). Clinically, there are no specific and effective treatment measure for DI-AKI, especially the most common acute tubular injury. The treatments for DI-AKI are largely conservative, focusing on discontinuation of drug use to avoid further kidney damage (4). Therefore, The early identification and diagnosis of nephrotoxicity, as well as in-depth research on key genes and mechanisms are crucial for the prevention and treatment of DI-AKI are crucial for prevention (6).

Currently, clinical identification of medication nephrotoxicity is challenging, and there is an unmet need for biomarkers that can accurately identify DI-AKI (7). Histopathologic alterations can successfully detect early drug harm, but due to their intrusive character, they can only be employed in animals and cannot be applied to clinical patients (8). In clinical practice, creatinine is typically utilized as a biomarker of DI-AKI, yet creatinine has certain faults when used in DI-AKI (7). During the acute phase of DI-AKI, serum creatinine may not alter until a serious drug-induced damage or further injury takes place. Drug-induced hemodynamic alterations and effects on the tubular secretion of creatinine can both affect creatinine levels (9). Other widely used biomarkers, such as neutrophil gelatinase-associated lipocalin (NGAL), kidney injury molecule-1 (KIM-1), urinary tissue inhibitor of metalloproteinase 2 (TIMP-2) paired with urine insulin-like growth factor binding protein 7 (IGFBP-7) ([TIMP-2]·[IGFBP-7]), etc., are similarly insufficient for describing DI-AKI and vary amongst DI-AKI. In patients with contrast media (CM) or vancomycin-induced AKI, several investigations found that NGAL, KIM-1, and [TIMP-2]·[IGFBP-7] were not substantially changed (10–12). Therefore, relying on conventional kidney damage indicators to identify DI-AKI makes early diagnosis more difficult (13). In-depth exploration of new DI-AKI biomarkers is essential to promote early diagnosis and identification of DI-AKI in high-risk patients and reduce the clinical burden of this complication.

Different types of DI-AKI frequently result from the toxic side effects of medicines and their renal therapy. While different medications can harm any tubular segment, the tubules are the common target. Therefore, acute renal tubule injury is the basis of drug-induced AKI with varied mechanisms (14). It frequently occurs with the administration of many medications, including contrast media, antibacterial medicines, and chemotherapeutic drugs (4). The three prominent medications among them are vancomycin, cisplatin, and Iohexol. They are all first-line diagnosis and treatment drugs and are widely used in clinic. As one of the most effective chemotherapy drugs, cisplatin is widely used in the treatment of a variety of malignant diseases, including head and neck, testicular, bladder, and ovarian cancer (15). However, the use of cisplatin in clinical practice is limited by its side effects, especially nephrotoxicity. AKI has been reported in 20%-35% of patients after administration of cisplatin cisplatin (16). The concentration of cisplatin in PTECs is five time higher than that in blood due to the uptake and excretion of local proximal tubular transporters (16). Contrast medium represented by iohexol is routinely injected intravenously prior to CT angiography of the urinary tract, spinal cord, femoral joint, and lymphatic system (17). Contrase-induced AKI (CI-AKI) occurs in up to 30% of patients who receive CM (17, 18). In addition, CI-AKI and CKD are both associated with increased mortality (18, 19). Vancomycin is a widely used highly hydrophilic glycopeptide antibiotic that is considered the gold standard for the treatment of methicillin-resistant Staphylococcus aureus (MRSA) and methicillin-resistant Staphylococcus epidermidis infections (20). Its best bactericidal efficacy and relatively low price make it the most commonly used antibiotic, in up to 35% of hospitalized infected patients (14, 20). Vancomycin is associated with a higher risk of AKI than most other antibiotics, with an incidence estimated at 5-20% (14, 20).

To sum up, our objective is to identify potential common hub genes and biomarkers of DI-AKI using high-throughput sequencing results from the three major drugs represented by iohexol, cisplatin, and vancomycin, and to validate them using cell, animal models and public sequencing data, which may aid in the earlier and more accurate prevention and treatment of DI-AKI.

## 2 Materials and methods

### 2.1 Cell culture and microarray data collection

The HK-2 cells (Zhongqiaoxinzhou Biotechnology Co., Ltd., Shanghai, China) were cultured at 37°C in 5% CO2 in Dulbecco’s Modified Eagle’s Medium-F12 (DMEM/F12) containing 10% fetal bovine serum, streptomycin (100 g/mL), and penicillin (100 U/mL). After 48 hours of treatment with iohexol (75 mg I/mL), cisplatin (5 μM) or vancomycin (4 mM) separately, cells were harvested by using Trizol reagent. Then we sent the cells to Novogene for sequencing analysis. The gene expression matrices of the aristolochic acid I-induced nephrotoxicity (AAN), the renal ischemia-reperfusion injury (IRI), and the unilateral ureteral obstruction (UUO) were taken from the datasets GSE136276, GSE108195 and GSE156181, which included from Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) public database (21), and used as external validation data sets. More information was shown in **Table 1**.

**Table 1:** Information for selected microarray datasets.

GEO Accession Total samples	Selected samples Platform	Source tissue	Sample type
GSE136276 (10 Samples)	GPL23038	Kidney	5 WT_AAI 5 WT_Water
GSE108195 (4 Samples)	GPL7202	Kidney	2 WT 2 WT_IRI
GSE156181 (4 Samples)	GPL11202	Kidney	2 WT 2WT_UUO

### 2.2 Differentially expressed gene screening

Principal component analysis (PCA) was firstly carried out to Reveal the condition of the samples under different treatments. The Limma package of R software was then used to identify the differentially expressed genes (DEGs) between the control group and iohexol, the control group and cisplatin, or the control group and vancomycin. *P-Value <*0.05 and |log2 fold change (FC)| >1 was regarded as the threshold to determine the DEGs (22). Similarly, series matrix obtained from the GSE136276 were analyzed for DEGs using Limma following criteria *P-Value <*0.01 and |log2 fold change (FC)| >1.5. The packages ggplot2 and heatmap are used for visual presentation of those DEGs. The Limma package were also performed differential expression analysis in the ischemia reperfusion mouse model and the unilateral ureteral obstruction mouse model from GSE108195 and GSE156181 (*P-Value* < 0.05 and |log2 fold change (FC)| >1).

### 2.3 Intersection of DEGs and functional enrichment analysis

Compared with the control group, the DEGs that were co-up-regulated in the three groups were intersected by R, and the co-down-regulated were also performed in this way. Then, using the R package “clusterprofiler”, we performed Gene Ontology (GO) enrichment for biological process (BP), cellular component (CC), and molecular function (MF) to determine the functional roles of the co-upregulated or down-regulated DEGs. Kyoto Encyclopedia of Genes and Genomes (KEGG) was utilized to identify the enriched pathways of all DEGs.

### 2.4 Protein–protein interaction network construction

By uploading all DEGs to the STRING online database (23), the PPI network with 84 nodes and 25 edges with confidence greater than 0.4 was constructed. We then visualized the PPI network by importing the observations into Cytoscape software (24).

### 2.5 Hub genes identification

Cytohubba, as a Cytoscape plugin, is applied to search for the hub genes. To gather as many accurate hub genes as possible, 10 different algorithms in Cytohubba were applied, including MCC, DMNC, MNC, Degree, EPC, BottleNeck, EcCentricity, Closeness, Radiality, and Betweenness (each strategy may predict the hub genes). The top ten rated genes in each algorithm were considered the algorithm’s hub genes. After calculating, we intersected the majority of these methods, and lastly, four genes that appeared to identified as the most plausible hub genes. The results were shown using the R package “UpSetR,” with the hub genes indicated by the red bar (25).

### 2.6 Cell counting kit-8 assay

Cell viability was determined using the Cell Counting Kit 8 (CCK8, Apexbio, Houston, USA) according to the manufacturer’s procedure. Cells were seeded and cultured in 100 μL medium at a density of 1 × 10^3^/well into 96-well microplates (Corning, USA). The cells were next treated with different concentrations of iohexol (12.5, 25, 50, 75 and 100 mg I/mL), cisplatin (3, 5, 8, 10, 20 μM) or vancomycin (0.5, 1.0, 2.0, 4.0, 6.0 mM). After 48h of treatment, 10 μL of CCK‐8 reagent was added to each well and incubated for at least 1h. Absorbance was analyzed at 450nm using a microplate reader (Bio‐Rad, Hercules, CA, USA) using cell-free Wells as a blank. Cell viability is expressed as absorbance.

### 2.7 Establishment of AKI mouse models

Male C57BL/6J mice (6-8 weeks, 20-25 g) were purchased by the Department of Laboratory Animals of Central South University (Hunan, China). Iohexol-induced AKI mice were anesthetized by intraperitoneal injection of 1% pentobarbital sodium (80 mg/kg), and were performed right nephrectomy surgery. After three weeks, the mice were dehydrated for 48 hours, 10 mL/kg furosemide was injected intraperitoneally, and 30 min later, 15 mL/kg iohexol (350 mg I/mL, Shanghai GE Pharmaceutical Co., LTD.) was injected *via* tail vein. Mice were fed freely after iohexol treatment. 24 hours after modeling, the mice were sacrificed. Mice with cisplatin-induced AKI were given a single intraperitoneal injection of 20 mg/kg cisplatin (P4394, Sigma-Aldrich), allowed to eat freely before and after the injection, and then were euthanized 72 hours later. Vancomycin-induced AKI mice were intraperitoneally injected 600 mg/kg/day vancomycin (HY-17362, MedChemExpress) for 7 days, and fed freely before and after vancomycin treatment and 24 hours after modeling, the mice were sacrificed. All blood samples of mice were collected from orbit to detect serum creatinine and urea nitrogen levels, and kidney tissues were isolated for RNA extraction.

### 2.8 Measurement of the renal injury

The serum creatinine (Scr) and blood urea nitrogen (BUN) levels were measured by automatic biochemistry analyzer (Hitachi 7600A, Japan) to assess renal injury.

### 2.9 Histological evaluation

The kidneys were fixed in 10% formalin, decalcified, and embedded in paraffin. Sections (3μm) were deparaffined, rehydrated and subjected with hematoxylin eosin (HE). For a semiquantitative study of morphological alterations, 10 low-magnification (x200) and high-magnification (x400) regions of the kidneys were randomly chosen. Grade 0, normal; Grade 1, 0-10%; Grade 2, 11-25%; Grade 3, 26-45%; Grade 4, 46-75%; and Grade 5, 76-100% were used to grade the tubular damage based on the degree of loss of brush border, cast formation, foamy degeneration, and detachment of tubular cells on a semiquantitative scale.

### 2.10 Quantitative real time PCR assay

HK-2 cells were treated with iohexol (75 mg I/ml), cisplatin (5 μM) or vancomycin (4 mM) separately in 6-well cell culture plates for 48 hours. Then Total RNA was isolated from cultured cells using Trizol reagent (TransGen Biotech, Beijing, China). A total 1μg RNA was reverse transcribed into cDNA with the RT kit (TransGen Biotech, Beijing, China). Real time PCR was performed using SYBER green mixture kit with gene-specific primers (**Table 2**). β-actin was used as internal control to calculate the relative mRNA expression of hub genes.

**Table 2:** The primers used for PCR.

Gene	GenBank entry	Primer	Sequence (5′ →3′)
β-actin	NC_000007.14	HF HR	CCACCATGTACCCAGGCATT CGGACTCATCGTACTCCTGC
AOC3	NC_000017.11	HF HR	GCCAATCCCTAAGTGTGGCT AACAGAGAGCGAGGGGGTAT
IRF4	NC_000006.12	HF HR	TGCACCCAGATCCTATAGCC CTCCATCGTCATCATCATCG
TNFAIP6	NC_000002.12	HF HR	CCTGGCCACCTTCTTCTTGT TTGCATTTCTCGGAGCCTGT
TLR4	NC_000009.12	HF HR	GAGGAGATCGAGGCAGAAGC TGCATTCCGTTTTGGCAAGG
β-actin	NC_000071.7	MF MR	GAGTCTGAAGTCGGGACCAC TTTTCCTCTTGCCTCCTGAA
Aoc3	NC_000077.7	MF MR	CCGCATCCAGATACTCAGCTT CGTCACCCAGGCTACCAAG
Irf4	NC_000079.7	MF MR	AGTCACACCCAGAAATCCCATATC CAGACCTTATGCTTGGCTCAATG
Tnfaip6	NC_000068.8	MF MR	AGGCCGTATGTGAATTTGAAGGT TGCATGTGGGTTGTAGCAATAGG
Tlr4	NC_000070.7	MF MR	TCCCTGCATAGAGGTGTGAAATT CCACAGCCACCAGATTCTCTAAA

F, forward; R, reverse.

### 2.11 Western blot assay

The samples of HK-2 cells and mice were lysed in RIPA buffer supplemented with protease inhibitors. The Bradford method was then used to calculate the protein sample’s concentration. Protein (10~20 μg) was separated on 4%–12% SDS-PAGE and transferred onto PVDF membranes. The samples were blocked for 1 hour, then incubated at 4°C overnight with AOC3 (Affinity Biosciences, DF6745, 1:1000), TLR4 (Affinity Biosciences, AF7017, 1:1000), IRF4 (Abclonal, A0524, 1:1000), or TNFAIP6 (Affinity Biosciences, AF5492, 1:1000). Following a one-hour incubation period at room temperature with secondary antibodies, the blots signaling were then obtained with chemiluminescence agents, and measured with Image Lab software. Target protein concentrations were compared to the endogenous control (β-actin, Proteintech, 66009-1-Ig, 1:5000).

### 2.12 Weighted gene co-expression network analysis and module gene selection

R package WGCNA was used to construct a scale-free network based on gene expression of ANN mice. The top 5000 of the median absolute deviation (MAD) of genes was selected for further analysis. Then, the appropriate co-expression similarity-derived “soft” (β) was selected for computing adjacency. The topological overlap matrix (TOM) was further calculated by the adjacency. The modules were detected by hierarchical clustering and dynamic tree cutting function. The genes with the same expression profile were divided into gene modules by the average linkage hierarchical clustering method based on the TOM dissimilarity measure and the minimum genome size (n = 30). Finally, the dissimilarity of module eigengenes was calculated, a cut line for the module dendrogram was selected, and multiple modules were joined for further analysis. The module with the highest correlation with AKI was selected, and the genes contained in the module were intersected with the DEGs obtained by LIMMA package. The outcomes were visualized by R package anRichment and ggplot2.

### 2.13 Patients

21 human plasma samples were collected to further verify the hub gene in clinical practice. The definition of vancomycin-induced AKI and cisplatin-indued AKI were based on Kidney Disease: Improving Global Outcomes (KDIGO) criteria, using only serum creatinine criteria, increase in Scr by 50% within 7 days or increase in Scr by 0.3 mg/dL (26.5 μmol/L) within 2 days (2). The definition of iohexol-induced AKI was defined as an increase in serum creatinine level ≥ 25% or ≥0.5 mg/dL (≥44 μmol/L) from baseline at 3 to 5 days (26).

### 2.14 Enzyme-linked immunosorbent assay

Centrifuging blood samples at 1000g for 30min and storing the plasma at -80°C. Following the directions, ELISA kits (YJ027583, YJ111654, YJ769180, YJ308102, YJ037978; Shanghai Enzyme-linked Biotechnology Co., Ltd.) were used for quantification by ELISA. In order to match the concentration of the relevant proteins into the linear range of the standard curve, the blood samples were diluted at a ratio of 1:50 before to ELISA.

### 2.15 Immunohistochemistry

The slices were dewaxed in anhydrous ethanol and dewaxing solution. Then, the slices were incubated in EDTA at 120°C for 5 min, then at room temperature with 3% H_2_O_2_ and in the dark for 25 min. The tissue was sealed for 30 minutes at room temperature after being evenly coated with 3% BSA. The sections were treated with the primary antibody (TLR4, Affinity Biosciences, AF7017, 1:100), and then they were laid flat in a moist box at 4°C and incubated for an overnight period. The secondary antibody labeled by HRP was applied to cover the tissue after the sections were washed in PBS. It was then incubated at room temperature for 50 min. Following a PBS wash, a freshly produced DAB color developing solution was applied to regulate the color development time under a microscope. The nucleus was stained with hematoxylin again and then examined under an optical microscope after being dehydrated with an alcohol gradient and sealed with neutral glue.

### 2.16 Statistical analysis

All experimental results were presented as the mean ± SD. The two tailed Student’s t-test was used to analyze the differences between the two groups. One-way ANOVA with Tukey’s *post hoc* tests was performed for comparing differences between groups. Each assay condition was performed at least three times for all experimental assays. All data collected were statistically analyzed. The *P-Value* < 0.05 is considered statistically significant.

## 3 Results

### 3.1 Identification of differentially expressed genes

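HK-2 is an immortalized cell line of the human renal proximal tubule. The RNA of 12 HK-2 samples in 4 groups was sequenced, with 3 samples in each group. The drug groups were treated for 48 h with iohexol (75 mg I/mL), an iodinated contrast medium, with cisplatin (5 μM), a platinum compound used against tumors, or with vancomycin (4 mM), a glycopeptide antibiotic. The labels describe libraries made from poly(A)-selected RNA with an NEBNext kit, and the paper states that the sequencing was done at Novogene. The authors deposited the number of reads they counted on each of 58735 genes in each sample, as whole numbers without normalization. The paper's text does not name the aligner, the counting program, its strand setting or the annotation release. The total count per sample was between 14235479 and 16589507 in the control group (median 15574044), between 14057282 and 15071433 in the iohexol group (median 14650252), between 14466712 and 15057150 in the cisplatin group (median 14645178) and between 16738188 and 18177109 in the vancomycin group (median 17811277). At these totals 3 counts, the smallest number treated as detected, stand for 0.165 to 0.213 CPM (counts scaled to the total count of a sample), a floor that covers counting error only. Replicates of the same group differed by more than the sampling noise, with a chi-square per degree of freedom of 2.34 to 17.5 over the pairs. Each was counted as a separate sample. These values cannot tell separate cultures from separate libraries of the same culture. The paper's description of the sequencing does not say which the replicates are. From the deposited counts, each drug was compared with the control group in a separate fit of 3 against 3 samples by edgeR's quasi-likelihood test, with TMM normalization. Genes were tested when they passed edgeR's filter, which asks for about 10 counts at the median total in at least 3 of the 6 samples and at least 15 counts in all. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1 or below -1. The axes of Figures 2D–F give the adjusted P-Value and the methods text gives the P-Value, so the number of DEGs with an unadjusted p under 0.05 is given as well. The labels number the replicates 1 to 3 in every group. After the group means were subtracted, samples with the same number had a mean correlation of -0.0209 over 18 pairs of samples, against 0.0107 over the other 36 pairs, and results of a fit with the replicate number as a block are given beside those without it.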

As shown in **Figure 1**, mRNA sequencing technology was employed to determine alterations in mRNA expression of DI-AKI cell models treatment with iohexol, cisplatin and vancomycin. LIMMA was used for a thorough analysis to find differential genes. String database was used to predict protein-protein interactions, and then important hub genes were identified using ten algorithms in the cytohubba software. Following the discovery of the hub genes, the levels of their expression were confirmed in cell and mouse samples, including cellular mRNA and protein levels and mouse kidney mRNA and protein levels. Afterwards, ELISA kits were used to gauge the protein concentrations in mice’s serum and urine in order to investigate its potential as a biomarker. Date of the AAN, UUO and IRI models from public databases were validated to see if they were specific indicators. Finally, the protein levels of key hub genes were detected in the serum of patients with DI-AKI to finally determine their biomarker potential.

**Figure 1:**
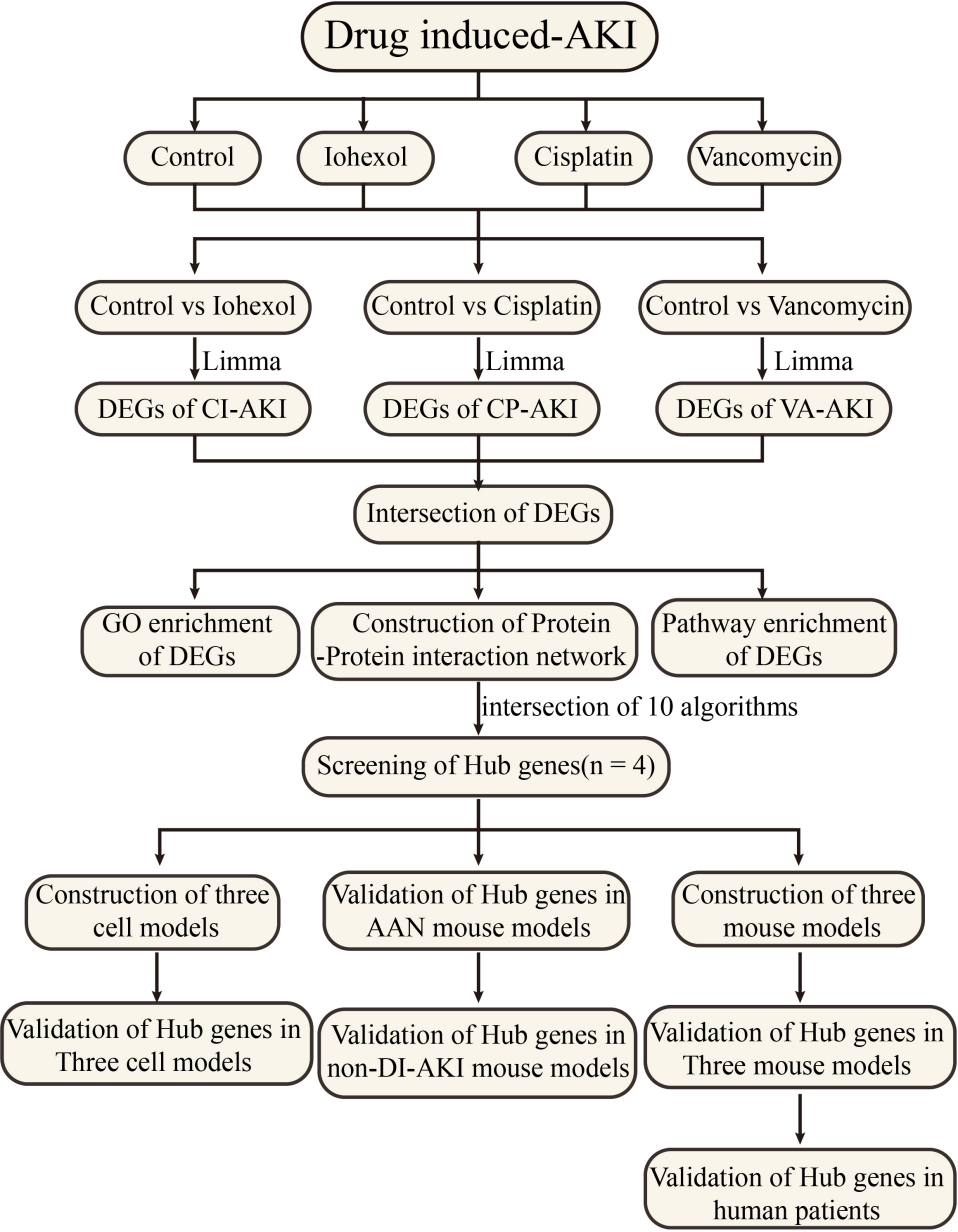
Work flowchart. Limma, linear models for microarray data; DEGs, differentially expressed genes; GSE, gene expression omnibus series.

According to PCA alg orithm, the principal component differences between samples under different treatments were obtained. Groups after treatment with three different drugs respectively were significantly different from the control group (**Figures 2A–C**). 

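For the PCA, the log2 CPM values (prior count 2) of the genes that passed the filter were centred per gene, separately for each drug with the control group. PC1 held 55.8% of the variance in the iohexol comparison, 78.0% in the cisplatin comparison and 78.8% in the vancomycin comparison, and PC2 held 19.7%, 7.83% and 6.65%. On PC1 the control samples lay between -33.9 and -29.0 and the iohexol samples between 29.2 and 33.4. The ranges were -53.5 to -47.0 against 48.2 to 50.5 for cisplatin and -59.8 to -50.6 against 48.4 to 57.3 for vancomycin. The mean Euclidean distance between a control sample and an iohexol sample was 75.2, while it was 47.9 within the control group and 49.8 within the iohexol group. For cisplatin the distance was 106 between the groups, 50.1 within the control group and 41.0 within the cisplatin group. For vancomycin it was 115 between the groups, 49.2 within the control group and 48.8 within the vancomycin group. A PERMANOVA of these distances gave an F of 5.03 for iohexol, 14.1 for cisplatin and 14.5 for vancomycin. In each comparison none of the other splits of the 6 samples gave as large an F, so that the exact permutation p was 0.1, the smallest that 3 samples against 3 allow, and this design cannot reach a p under 0.05. Across genes, Pearson's r between a control sample and a drug sample was 0.970 to 0.976 for iohexol, 0.944 to 0.950 for cisplatin and 0.930 to 0.947 for vancomycin, below the lowest r between replicates (0.984, 0.987 and 0.987). The alternative that moved the share of PC1 most was the variance-stabilizing transformation of DESeq2 on 500 genes, with which PC1 held 89.8%, 96.7% and 97.1%.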

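Of 15657 genes tested between the iohexol and the control group, 826 were DEGs, with 630 up-regulated and 196 down-regulated. With the unadjusted p there were 993 DEGs, 762 up-regulated and 231 down-regulated. With the replicate number as a block there were 725 DEGs (538 up-regulated and 187 down-regulated), of which 708 were among the 826, and the correlation of same-numbered control and iohexol samples was -0.0991. In 818 of the 826 DEGs all 3 iohexol samples lay on the same side of all 3 control samples. Chance gives this for 10% of genes, and the choice of genes with a low p and a large fold change favours it. When each sample was left out in turn, the number of DEGs was between 666 (without control replicate 2) and 944 (without iohexol replicate 3). Iohexol replicate 3 had a chi-square per degree of freedom of 17.5 against replicate 1 and 16.5 against replicate 2. Between iohexol replicates 1 and 2 it was 3.82. The alternative that moved the number most was limma-voom with unadjusted p on all genes with at least 1 count, chosen after seeing the data, with 2574 DEGs. The 5 up-regulated DEGs with the smallest p were COL14A1, UCA1, AKR1B1, SLC5A3 and SLC6A12, with log2 fold changes from 2.36 to 4.08, and the down-regulated ones with a small p included MT1E, TGFBI and JAG1, with log2 fold changes from -3.37 to -1.96. SLC5A3 overlaps MRPS6, and 22.1% of the sequence of MT1E and 13.2% of that of AKR1B1 is shared with other genes. COL14A1 (ENSG00000187955), on chromosome 8 of GRCh38 from 120059780 to 120372036, was at 184.8 ± 5.48 CPM (SD, n = 3) in the control group and 1184 ± 8.10 CPM (SD, n = 3) in the iohexol group, a log2 fold change of 2.72 (standard error 0.08, adjusted p = 4.22e-09 from edgeR's quasi-likelihood test, 1.3e-08 with the block). TGFBI (ENSG00000120708), on chromosome 5 from 136028895 to 136063818, was at 1459 ± 11.0 CPM (SD, n = 3) in the control group and 366 ± 14.5 CPM (SD, n = 3) in the iohexol group, a log2 fold change of -1.96 (standard error 0.08, adjusted p = 2.23e-08, 8.48e-08 with the block).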

In the comparison of iohexol to the control group, 1391 DEGs were discovered, comprising 1031 up-regulated DEGs and 360 down-regulated DEGs. 

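In the comparison of cisplatin with the control group 15876 genes were tested. There were 2594 DEGs, of which 1210 were up-regulated and 1384 down-regulated, and 2631 with the unadjusted p (1241 up-regulated and 1390 down-regulated). With the replicate number as a block the number was 2603 (1215 up-regulated and 1388 down-regulated), 2562 of them shared with the fit without it, and same-numbered control and cisplatin samples had a mean correlation of 0.0221. All 3 cisplatin samples lay on the same side of all 3 controls in 2553 DEGs (98.4%, against 10% of genes by chance, a comparison that the choice of genes by their p favours). The split between up- and down-regulated DEGs depended on the scaling. With library size only in place of the TMM factors, the median log2 fold change of all genes shifted by 0.218, and 1849 DEGs (65.0%) were up-regulated and 997 down-regulated, against 46.6% up-regulated with TMM. IL11, MAFF, FOSB, SERTAD1 and TSPYL2 were the up-regulated DEGs with the smallest p (log2 fold changes from 1.77 to 3.24), and CDH6, DCBLD2, FN1, GALNT14 and CCBE1 the down-regulated ones (log2 fold changes from -3.02 to -1.64). FOSB overlaps ERCC1, which has more counts than FOSB itself, and reads of the overlap could be counted on either gene. IL11 (ENSG00000095752), which lies on chromosome 19 of GRCh38 from 55364389 to 55370463, rose from 17.7 ± 3.10 CPM (SD, n = 3) in the control group to 122.9 ± 1.87 CPM (SD, n = 3) in the cisplatin group, a log2 fold change of 2.80 (standard error 0.10, adjusted p = 1.7e-13 from edgeR's quasi-likelihood test, 1.27e-22 with the block). CDH6 (ENSG00000113361), on chromosome 5 from 31193750 to 31329146, was at 524 ± 17.9 CPM (SD, n = 3) in the control group and at 63.9 ± 2.03 CPM (SD, n = 3) in the cisplatin group, a log2 fold change of -3.02 (standard error 0.06, adjusted p = 1.2e-15, 5.68e-26 with the block).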

While 3077 DEGs were found in the comparison of cisplatin with the control group including 1504 up-regulated DEGs and 1573 down-regulated DEGs. 

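Vancomycin against the control group gave 2923 DEGs among 15819 genes tested, 1713 of them up-regulated and 1210 down-regulated. The unadjusted p gave 2973 DEGs, 1748 up-regulated and 1225 down-regulated. A block for the replicate number gave 2932 DEGs (1722 up-regulated and 1210 down-regulated), of which 2890 were DEGs without it as well, with a mean correlation of 0.0716 between same-numbered control and vancomycin samples. In 2881 DEGs (98.6%) the 3 vancomycin samples did not overlap the 3 controls, where chance gives 10% of genes and the choice of DEGs favours such genes. With library size only in place of the TMM factors, 1499 DEGs were up-regulated and 1421 down-regulated (51.3% up-regulated, against 58.6% with TMM). The up-regulated DEGs with the smallest p were RN7SL2, RPS23, HMOX1, APOE and MMP1, with log2 fold changes between 3.47 and 6.21. RN7SL2 shares 92.6% of its sequence with other genes and RPS23 shares 10.1%, so that the authors' counting could have split their reads between copies. RN7SL2 had 2399 to 2541 counts in the 3 vancomycin libraries and 8 to 96 in the other 9, and RPS23 had 5478 to 5914 and 167 to 314. The down-regulated DEGs with the smallest p were THBS1, SLCO2A1, PEG10, GFRA1 and ZBED2, with log2 fold changes between -5.79 and -2.88. HMOX1 (ENSG00000100292), on chromosome 22 of GRCh38 from 35380361 to 35394214, was at 54.6 ± 5.73 CPM (SD, n = 3) in the control group and 621 ± 59.7 CPM (SD, n = 3) in the vancomycin group, a log2 fold change of 3.47 (standard error 0.10, adjusted p = 4.33e-18 from edgeR's quasi-likelihood test, 1.03e-20 with the block). THBS1 (ENSG00000137801), on chromosome 15 from 39581079 to 39599466, was at 1222 ± 27.1 CPM (SD, n = 3) and 53.6 ± 8.72 CPM (SD, n = 3), a log2 fold change of -4.54 (standard error 0.11, adjusted p = 1.6e-19, 3.55e-21 with the block).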

3336 DEGs were also found in the comparison of vancomycin with the control group including 1941 up-regulated DEGs and 1395 down-regulated DEGs. The results of each group were presented in the form of Volcano plot (**Figures 2D–F**). 

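Without the threshold on the fold change, 3283 genes had an adjusted p under 0.05 for iohexol, 9500 for cisplatin and 9158 for vancomycin in edgeR's quasi-likelihood test. Among the up-regulated DEGs the median log2 fold change was 1.44 for iohexol, 1.39 for cisplatin and 1.49 for vancomycin, and among the down-regulated DEGs it was -1.30, -1.48 and -1.37. The log2 fold changes of the DEGs reached from -4.37 to 7.21 for iohexol, from -6.91 to 7.29 for cisplatin and from -5.79 to 8.89 for vancomycin. With limma-voom, from the package the paper names, and the adjusted p there were 824 DEGs for iohexol, 2618 for cisplatin and 2976 for vancomycin. With limma-voom and the unadjusted p, a combination chosen after seeing the data, there were 1008, 2652 and 3034.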

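The gene names in Figures 2G–I, read by eye, are 50 for each drug. All were in the count table, and 49 of the iohexol names, 49 of the cisplatin names and 50 of the vancomycin names passed the filter and were DEGs in the direction the heatmaps show. The figures show 29 of the iohexol genes as higher and 21 as lower than in the controls, 6 and 44 of the cisplatin genes, and 32 and 18 of the vancomycin genes. For all 50 genes of each list the 3 drug samples and the 3 control samples did not overlap, which chance gives for 10% of genes and which is favoured here by the choice of genes with a low p. Among the 100 genes with the smallest p in edgeR's quasi-likelihood test were 44 of the iohexol list, 34 of the cisplatin list and 37 of the vancomycin list, and the median rank of the listed genes was 27, 51 and 31. The size of their log2 fold changes was between 1.47 and 5.68 for iohexol, between 1.68 and 4.19 for cisplatin and between 2.10 and 6.46 for vancomycin.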

The top 50 genes with low *P-values* were presented as a heatmap (**Figures 2G–I**).

**Figure 2:**
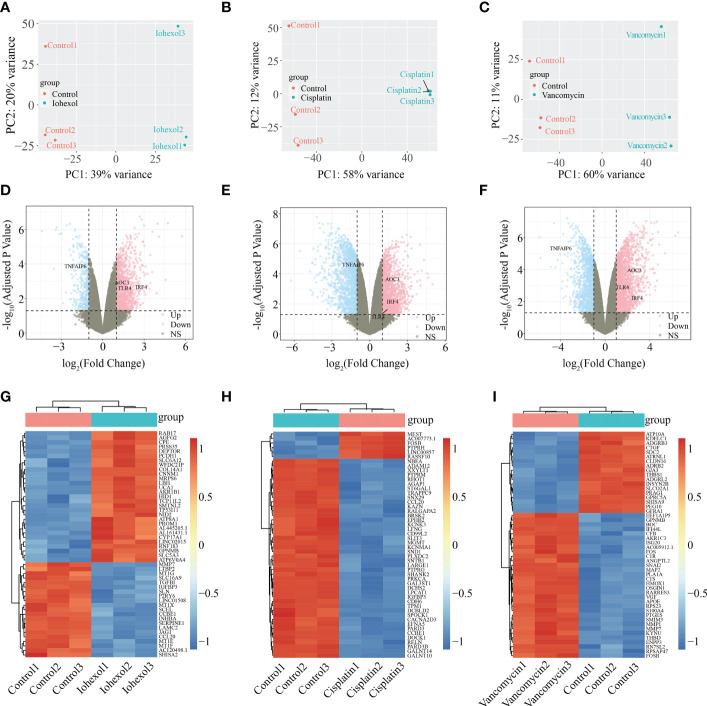
Identification of DEGs from three AKI datasets. **(A–C)** Differences in principal components between samples treated with iohexol, cisplatin, or vancomycin compared to controls. The control group is represented by red dots, whereas the treatment group is represented by blue dots. **(D–F)** Volcano plots of DEGs identified from the three datasets. Pink dots indicates up-regulated DEGs and the blue indicates down-regulated DEGs. **(G–I)** Heatmap of top 50 DEGs rated by *P-Value* identified in three AKI datasets respectively. AKI, acute kidney injury; DEGs, differentially expressed genes.

### 3.2 Functional enrichment of DEGs and protein-protein network construction

The intersection of up-regulated DEGs or down-regulated DEGs of the three groups of drugs was computed. 

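Of the up-regulated DEGs, 116 were shared by iohexol and cisplatin, 207 by iohexol and vancomycin and 211 by cisplatin and vancomycin. With the unadjusted p the numbers were 157, 237 and 225, and with the replicate number as a block they were 87, 176 and 210. Of the down-regulated DEGs, 72 were shared by iohexol and cisplatin, 56 by iohexol and vancomycin and 237 by cisplatin and vancomycin. These numbers were 84, 70 and 239 with the unadjusted p and 67, 54 and 240 with the block. The 3 comparisons use the same 3 control samples, so that the lists of DEGs are not independent of each other.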

A total 95 co-up-regulated and 32 down-regulated DEGs were identified and displayed using Venn diagram (**Figures 3A, B**). 

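The intersection of all 3 drugs held 36 co-up-regulated and 23 co-down-regulated DEGs. With the unadjusted p there were 46 and 29. With the replicate number as a block there were 28 and 22, of which 26 and 21 were among the co-DEGs without it. In 34 of the co-up-regulated and 23 of the co-down-regulated DEGs the samples of every drug did not overlap the control samples, which chance gives for 10% of genes in a single comparison and which is nearly fixed by the choice of DEGs. Protein-coding genes made up 27 of the co-up-regulated and 20 of the co-down-regulated DEGs, and 4 and 2 had a mean under 1 CPM. Ranked by the smallest of their 3 changes in size, the first were AQP3, DUSP4, IFI30, CLIC3 and AOC3 among the co-up-regulated DEGs and SCEL, PXDNL, DOCK2, PDE11A and TNFAIP6 among the co-down-regulated DEGs. With the block, DUSP4 and PXDNL lost their call with iohexol (adjusted p = 0.0509 and 0.0546 from edgeR's quasi-likelihood test). IFI30, PDE11A and AOC3 share 43.5%, 37.2% and 24.1% of their sequence with other genes, and DOCK2 overlaps INSYN2B. AQP3 (ENSG00000165272), on chromosome 9 of GRCh38 from 33441154 to 33447633, was at 0.225 ± 0.0376 CPM (SD, n = 3) in the control group, 1.51 ± 0.558 CPM with iohexol, 3.53 ± 0.441 CPM with cisplatin and 2.96 ± 1.00 CPM with vancomycin. Its log2 fold changes were 2.75, 3.94 and 3.64 (standard errors 0.48, 0.37 and 0.45), with adjusted p of 0.00182, 6.44e-08 and 2.61e-07 from edgeR's quasi-likelihood test. The control samples had 3, 3 and 4 counts of AQP3, 3, 4 and 4 of IFI30 and 0, 7 and 4 of DUSP4. These lie near the floor of 3 counts, so that the sizes of these fold changes are uncertain. SCEL (ENSG00000136155), on chromosome 13 from 77535674 to 77645263, was at 26.6 ± 2.03 CPM (SD, n = 3) in the control group and at 5.98 ± 0.546, 3.25 ± 0.420 and 4.40 ± 1.09 CPM with the 3 drugs. Its log2 fold changes were -2.11, -3.01 and -2.63 (standard errors 0.14, 0.14 and 0.16), with adjusted p of 9.6e-07, 5.33e-12 and 1.94e-12 from the same edgeR test. Of all alternatives run, the one that moved the numbers most was limma-voom with unadjusted p on all genes with at least 1 count, chosen after seeing the data, with 164 co-up-regulated and 87 co-down-regulated DEGs. Among the alternatives set in advance the largest difference in number was from a fit of all 4 groups together for the co-up-regulated DEGs (61) and from all genes with at least 1 count for the co-down-regulated DEGs (36). As a ratio, 10 counts in every sample (20 and 14) moved both further, and so did leaving out iohexol replicate 2 for the co-up-regulated DEGs (20).

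**Figure D1:**
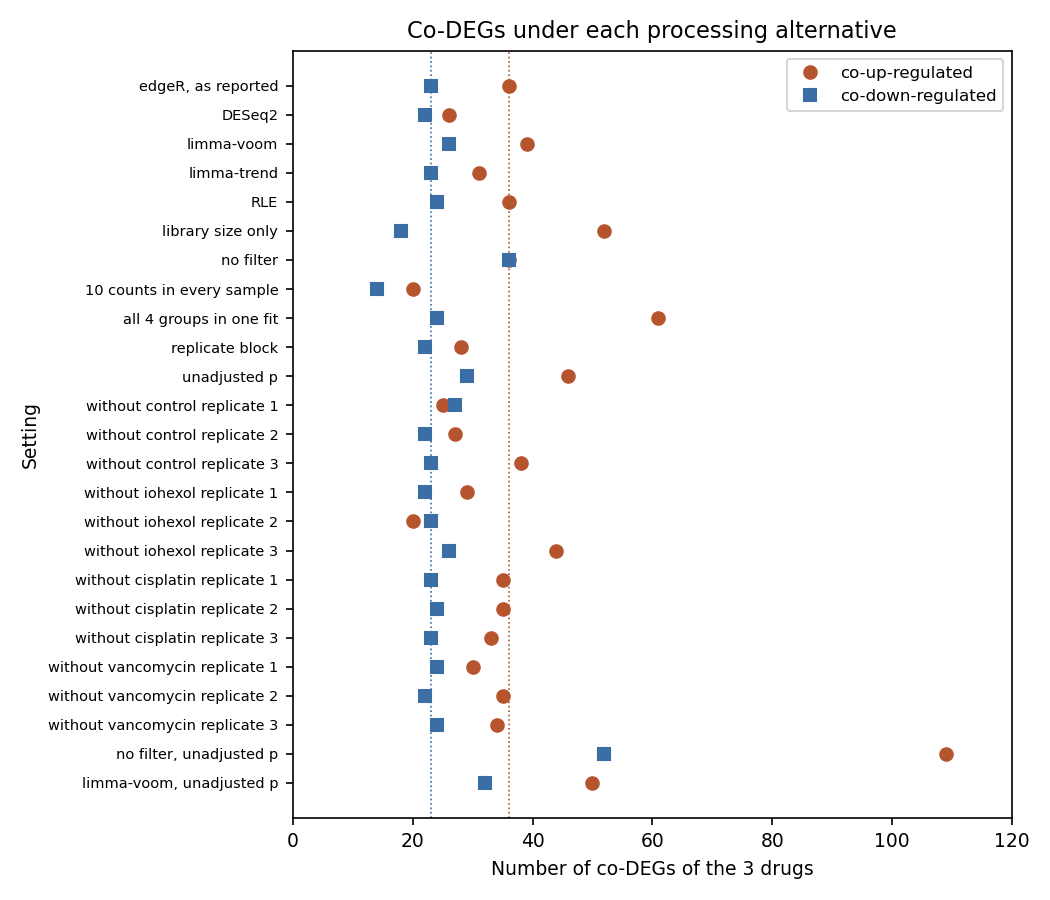
Number of co-DEGs of the 3 drugs (x axis) under each setting of the processing (y axis), with circles for co-up-regulated and squares for co-down-regulated DEGs, and dotted lines at the 36 and 23 reported. The points of co-up-regulated DEGs lie between 20 and 109, both symbols lie at 36 without a filter on low counts, and the setting with 164 and 87 co-DEGs is not drawn.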

To figure out the functions of co-DEGs, “clusterprofiler”, was used for GO enrichment (BP, CC, and MF). The co-upregulated genes were mostly enriched in functions like positive regulation of fibroblast migration, regulation of cGMP-mediated signaling, T cell differentiation and T cell activation (**Figure 3C**). However, the co-down-regulated genes were associated with amino acid transport, positive regulation of calcium ion import, carboxylic acid transport and drug transport (**Figure 3D**). KEGG pathway analysis showed that co-DEGs were related to Ovarian steroidogenesis, Phenylalanine metabolism, Cushing syndrome and beta-Alanine metabolism (**Figure 3E**). The co-DEGs were then utilized to build the PPI network for future investigation. The findings reveal that a PPI network with 84 nodes and 24 edges was built with confidence >0.4 (**Figure 3F**).

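Figure 3F names 34 genes that were read by eye, 24 drawn as up-regulated and 10 as down-regulated. In the counts, the log2 fold changes of all 34 had the drawn direction with each of the 3 drugs. The filter on low counts was passed in all 3 comparisons by 11 of the 24 and by 10 of the 10. Co-DEGs with an adjusted p under 0.05 from edgeR's quasi-likelihood test were 7 of the 24 genes drawn as up-regulated, AOC3 among them, and 8 of the 10 drawn as down-regulated, TNFAIP6 among them. The 15 co-DEGs became 16 with the unadjusted p and 18 on all genes with at least 1 count. With both of these choices together, which was tried after seeing the data, there were 24.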

**Figure 3:**
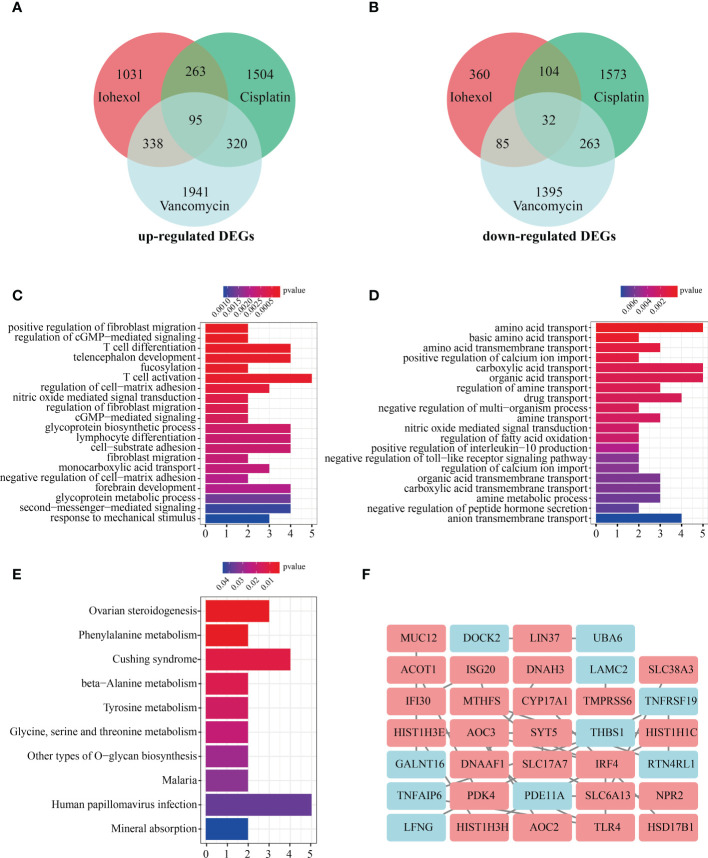
Enrichment analysis of co-DEGs and PPI network construction. **(A)**Vene diagram indicates intersection of up-regulated DEGs in three AKI datasets. **(B)** Intersection of down-regulated DEGs in three AKI datasets. **(C)** The GO enrichment (BP, CC and MF) of up-regulated co-DEGs. **(D)** The GO enrichment (BP, CC and MF) of down-regulated co-DEGs. **(E)** KEGG analysis of co-DEGs. **(F)** PPI network construction of 34 co-DEGs interaction with each other. Upregulated co-DEGs are marked in red while downregulated co-DEGs are marked in blue BP, biological process; CC, cellular component; MF, molecular function; KEGG, Kyoto Encyclopedia of Genes and Genomes; PPI, protein-protein interaction network.

### 3.3 Identification of hub genes and their expression in various datasets

Ten different algorithms were used to calculated the most precise common hub genes and intersected them in order to determine intersecting genes. 

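AOC3, IRF4, TLR4 and TNFAIP6 differed in how many reads covered them, which set what could be tested. Among the genes that passed the filter, the mean expression of TNFAIP6 ranked at the percentile 32.5, 34.9 and 30.7 in the iohexol, cisplatin and vancomycin comparisons, and that of AOC3 at 7.75, 14.7 and 16.6. TLR4 ranked at 1.90 and 6.72 in the iohexol and vancomycin comparisons, and in the cisplatin comparison only 2 samples reached the 0.673 CPM that the filter asks of 3 samples. IRF4 reached the minimum in 2 samples of the iohexol comparison, in 0 of the cisplatin comparison and in 2 of the vancomycin comparison, and did not pass the filter in any of them. For IRF4, and for TLR4 with cisplatin, the values reported are those of a fit of all genes with at least 1 count. The adjusted p of that fit are not on the same scale as those with the filter. For TNFAIP6 with iohexol, edgeR's quasi-likelihood test gave an adjusted p of 2.68e-05 with the filter and 5.51e-22 without it. Its log2 fold changes were -2.05 and -2.08. For TLR4 with iohexol the same test gave 0.0836 and 0.235. Of the 4 genes, AOC3 was a co-up-regulated DEG and TNFAIP6 a co-down-regulated DEG with an adjusted p under 0.05.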

AOC3, IRF4, TLR4, and TNFAIP6 were eventually identified as hub genes (**Figure 4A**). 

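On GRCh38, AOC3 (ENSG00000131471) lies on chromosome 17 from 42851184 to 42858130, IRF4 (ENSG00000137265) on chromosome 6 from 391739 to 411447, TLR4 (ENSG00000136869) on chromosome 9 from 117704175 to 117724730 and TNFAIP6 (ENSG00000123610) on chromosome 2 from 151357592 to 151380048. All 4 are protein-coding genes on the plus strand. Of the 31-base sequences of its longest transcript, AOC3 shares 24.1% with other genes. Its neighbour and paralog AOC2 lies on the same chromosome from 42844600 to 42850707. AOC2 shares 1.90% of such sequences with other genes. The authors' counting could have split reads of shared sequences between genes. The counts of AOC2 were 13, 28 and 31 in the control samples, 41, 53 and 47 with iohexol, 189, 145 and 186 with cisplatin and 40, 64 and 52 with vancomycin. TLR4 shares 3.78% of such sequences, IRF4 0.66% and TNFAIP6 0%. TLR4 overlaps 2 annotated genes, which have 1 count in all 12 samples together, and TNFAIP6 overlaps 3 genes with 7 counts in total.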

The details of these four genes are presented in **Table 3**. In Compared to control group, the expression level of AOC3, IRF4 and TLR4 were increased after treatment with the three drugs respectively, while the expression of TNFAIP6 was the opposite. 

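For AOC3, the log2 fold change against the control group was 1.55 with iohexol (standard error 0.39, adjusted p = 0.0154), 2.32 with cisplatin (standard error 0.34, adjusted p = 1.56e-05) and 2.61 with vancomycin (standard error 0.36, adjusted p = 1.5e-06), all from edgeR's quasi-likelihood test. With the replicate number as a block these adjusted p were 0.0311, 3.32e-06 and 2.03e-06. Over the alternatives that kept all samples they were 0.00342 to 0.0311 with iohexol, 3.55e-09 to 4e-05 with cisplatin and 2.24e-11 to 9.54e-06 with vancomycin. The call with iohexol was lost in 3 of the 6 fits that each left out a sample, where the adjusted p reached 0.0766. For TLR4 the log2 fold change was 1.10 with iohexol (standard error 0.42, adjusted p = 0.0836 from the same edgeR test, 0.162 with the block) and 1.57 with vancomycin (standard error 0.45, adjusted p = 0.00458, 0.007 with the block). With cisplatin it was 1.10 on all genes with at least 1 count (standard error 0.50, adjusted p = 0.0862, 0.124 with the block). Over the alternatives that kept all samples, the adjusted p of TLR4 was between 0.0664 and 0.235 with iohexol, between 0.025 and 0.196 with cisplatin and between 0.00379 and 0.012 with vancomycin. For IRF4, on all genes with at least 1 count, the log2 fold change was 2.03 with iohexol (standard error 0.74, adjusted p = 0.0567, 0.113 with the block), 1.31 with cisplatin (standard error 0.84, adjusted p = 0.279, 0.425 with the block) and 2.16 with vancomycin (standard error 0.74, adjusted p = 0.0156, 0.0346 with the block). The adjusted p of IRF4 over the alternatives that kept all samples was 0.0129 to 0.113 with iohexol, 0.0784 to 0.425 with cisplatin and 0.00258 to 0.0439 with vancomycin. All libraries of the control group had 3 counts of IRF4 or fewer, so that its fold changes are uncertain. Taken against the floor, the fold was 3.27 with iohexol, 1.98 with cisplatin and 3.70 with vancomycin. These ratios have no spread attached and are not lower bounds. The fold changes of TNFAIP6 were negative with all 3 drugs. The paper takes the 4 genes from the intersection of its network algorithms, compares their expression between each drug and the control group in Figures 4B–M, and then measures them in cells and mice.

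**Figure D2:**
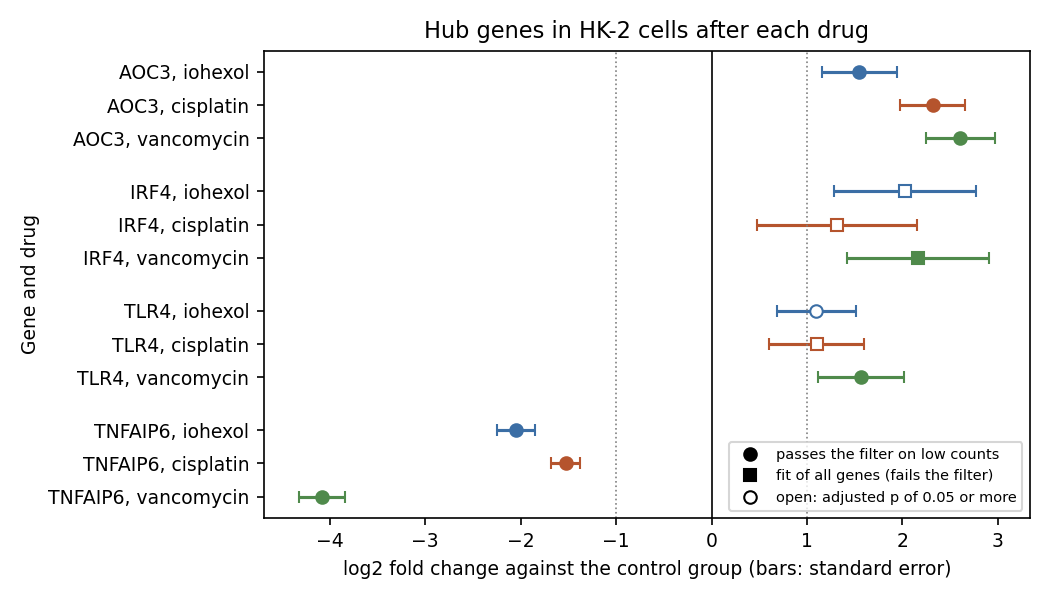
Log2 fold change against the control group (x axis) of the 4 hub genes with each of the 3 drugs (y axis), from edgeR's quasi-likelihood test of 3 samples against 3, with bars for the standard error and dotted lines at -1 and 1. Circles stand for genes that passed the filter on low counts, squares for values from the fit of all genes, and open symbols for an adjusted p of 0.05 or more. The adjusted p behind circles and squares are not on the same scale. The 9 points of AOC3, IRF4 and TLR4 lie between 1.10 and 2.61, and those of TNFAIP6 between -4.08 and -1.53.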

The expression level of AOC3, IRF4 or TLR4 in iohexol group, cisplatin group and vancomycin group was visually depicted by boxplots respectively (**Figures 4B–J**). Similarly, the expression of and TNFAIP6 in iohexol group, cisplatin group and vancomycin group were separately shown in boxplots (**Figures 4K–M**).

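The counts of AOC3 were 6, 7 and 11 in the 3 control samples, 27, 18 and 25 with iohexol, 38, 47 and 49 with cisplatin and 42, 59 and 58 with vancomycin. In CPM its mean was 0.537 ± 0.166 in the control group, 1.55 ± 0.369 with iohexol, 2.69 ± 0.358 with cisplatin and 3.40 ± 0.691 with vancomycin (SD, n = 3 each). IRF4 had 1, 3 and 3 counts in the control samples, 10, 11 and 9 with iohexol, 7, 6 and 7 with cisplatin and 14, 14 and 7 with vancomycin. Its mean was 0.154 ± 0.0702 CPM in the control group, 0.662 ± 0.0585 CPM with iohexol, 0.401 ± 0.0290 CPM with cisplatin and 0.751 ± 0.278 CPM with vancomycin (SD, n = 3 each). TLR4 had 7, 5 and 8 counts in the control samples, 12, 15 and 16 with iohexol, 17, 9 and 23 with cisplatin and 29, 16 and 20 with vancomycin. The means of TLR4 were 0.453 ± 0.118, 0.947 ± 0.115, 0.979 ± 0.409 and 1.38 ± 0.389 CPM in the same order (SD, n = 3 each). In all 9 comparisons every drug sample was higher in CPM than every control sample, with an exact two-sided permutation p of 0.1 each, the smallest that 3 samples against 3 allow.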

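TNFAIP6 had 184, 212 and 159 counts in the control samples, 47, 53 and 33 with iohexol, 73, 71 and 69 with cisplatin and 15, 11 and 9 with vancomycin. Its mean was 12.5 ± 1.68 CPM in the control group, 2.93 ± 0.656 CPM with iohexol, 4.28 ± 0.151 CPM with cisplatin and 0.746 ± 0.192 CPM with vancomycin (SD, n = 3 each). Every drug sample was lower than every control sample, and the exact two-sided permutation p of 0.1 in each comparison cannot go lower with 3 samples against 3. The log2 fold change was -2.05 with iohexol (standard error 0.20, adjusted p = 2.68e-05 from edgeR's quasi-likelihood test, 1.59e-05 with the block), -1.53 with cisplatin (standard error 0.15, adjusted p = 1.47e-07, 4.82e-10 with the block) and -4.08 with vancomycin (standard error 0.24, adjusted p = 8.23e-13, 2.52e-13 with the block). Over the alternatives that kept all samples the highest of the adjusted p was 7.21e-05, 1.06e-06 and 7.86e-10. When each sample was left out in turn, the log2 fold change stayed between -2.17 and -1.87, between -1.65 and -1.47 and between -4.28 and -3.90.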

**Figure 4:**
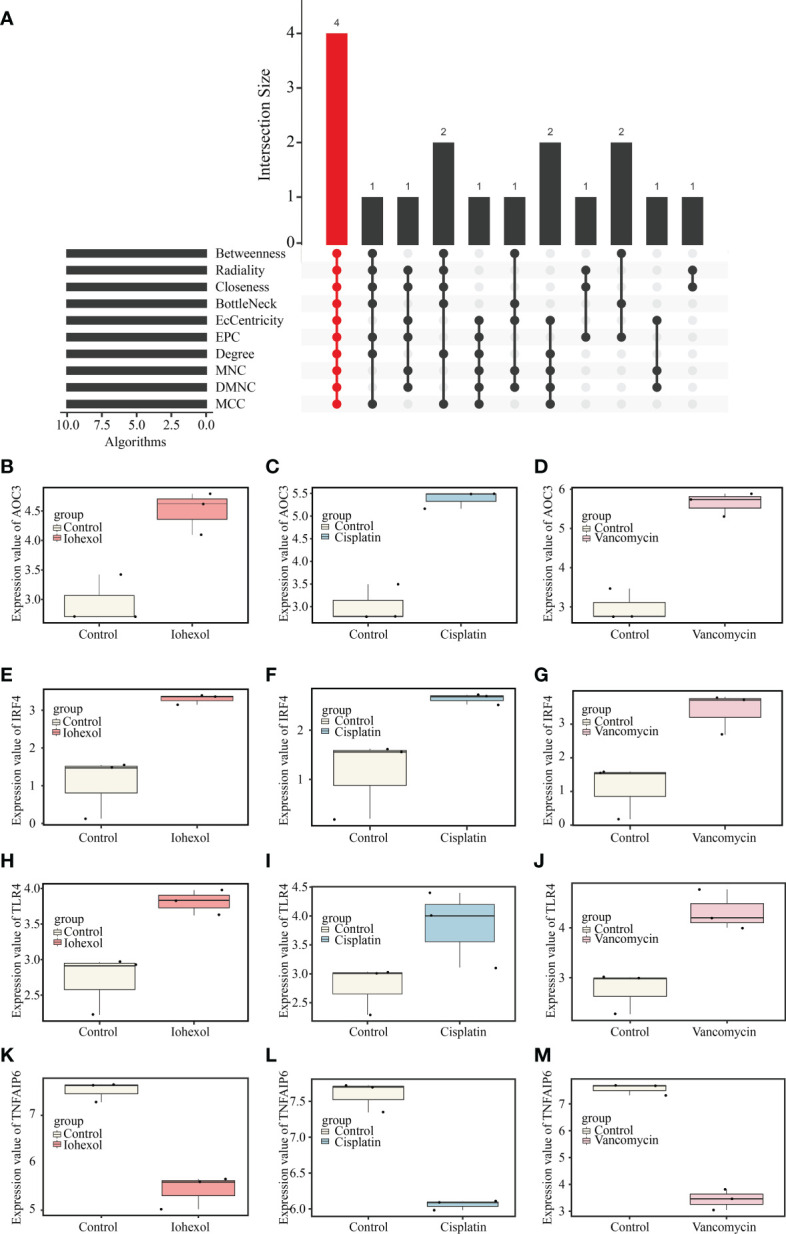
Identification of hub genes and their expression in three AKI datasets. **(A)** Four hub genes (AOC3, IRF4, TLR4 and TNFAIP6) were identified by intersection of co-DEGs from 10 algorithms, namely, MCC, DMNC, MNC, Degree, EPC, BottleNeck, EcCentricity, Closeness, Radiality, and Betweenness. **(B–D)** The expression value of AOC3 in iohexol, cisplatin or vancomycin datasets compared with controls. **(E–G)** The expression value of IRF4 in iohexol, cisplatin or vancomycin datasets compared with controls. **(H–J)** The expression value of TLR4 in iohexol, cisplatin or vancomycin datasets compared with controls. **(K-M)** The expression value of TNFAIP6 in iohexol, cisplatin or vancomycin datasets compared with controls.

**Table 3:** Information for the hub genes.

Gene symbol	Full name	Synonyms	Function
AOC3	Amine Oxidase Copper Containing 3	VAP-1	Cell adhesion protein that participates in lymphocyte extravasation and recirculation by mediating the binding of lymphocytes to peripheral lymph node vascular endothelial cells in an L-selectin-independent fashion.
IRF4	Interferon Regulatory Factor 4	LSIRF, MUM1	Transcriptional activator. Binds to the interferon-stimulated response element (ISRE) of the MHC class I promoter. Binds the immunoglobulin lambda light chain enhancer, together with PU.1. Probably plays a role in ISRE-targeted signal transduction mechanisms specific to lymphoid cells.
TLR4	Toll Like Receptor 4	HToll CD284	Cooperates with LY96 and CD14 to mediate the innate immune response to bacterial lipopolysaccharide (LPS); Acts *via* MYD88, TIRAP and TRAF6, leading to NF-kappa-B activation, cytokine secretion and the inflammatory response
TNFAIP6	TNF Alpha Induced Protein 6	TSG-6	Major regulator of extracellular matrix organization during tissue remodeling;

### 3.4 Validation of hub genes *in vitro*

To validate the toxicity of these medications to HK2 cells and establish the cell DI-AKI models, cell viability was measured at various doses of iohexol, cisplatin, or vancomycin. The results showed that cell viability reduced as the medications concentration rose (**Figures 5A–C**). Then, the mRNA level of those four hub genes AOC3, IRF4, TLR4 and TNFAIP6 were detected. The real time PCR results showed that the expression of AOC3, IRF4 and TLR4 in iohexol, cisplatin or vancomycin groups were significantly up-regulated compared with the control group (**Figures 5D–F**). While TNFAIP6 was on the opposite (**Figure 5G**). The protein levels of four hub genes were also verified using western blot (WB), and shown to be the same as variations in mRNA expression (**Figures 5H–J**). Since the results obtained by real time PCR and WB were consistent with our sequencing results, indicating that the hub genes may play roles in drug-induced renal cell injury *in vitro*.

**Figure 5:**
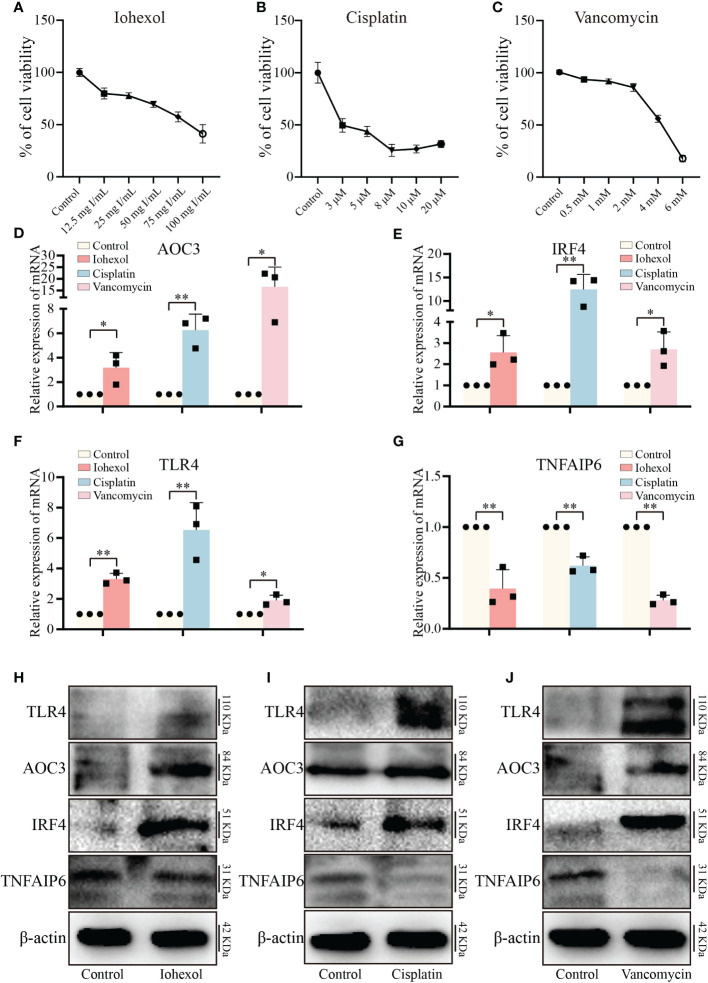
Validation of hub genes *in vitro*. **(A–C)** The variations in relative cell viability of HK-2 cells as the concentration of iohexol, cisplatin or vancomycin dosage increased. **(D)** The mRNA expression level of AOC3 under the treatment of iohexol, cisplatin or vancomycin compared with controls. **(E)** The mRNA expression level of IRF4 under the treatment of iohexol, cisplatin or vancomycin compared with controls. **(F)** The mRNA expression level of TLR4 under the treatment of iohexol, cisplatin or vancomycin compared with controls. **(G)** The mRNA expression level of TNFAIP6 under the treatment of iohexol, cisplatin or vancomycin compared with controls. **(H)** Representative pictures of the AOC3, IRF4, TLR4, and TNFAIP6 protein levels of the iohexol-induced AKI *in vitro*. **(I)** Representative pictures of the AOC3, IRF4, TLR4, and TNFAIP6 protein levels of the cisplatin-induced AKI *in vitro*. **(J)** Representative pictures of the AOC3, IRF4, TLR4, and TNFAIP6 protein levels of the vancomycin-induced AKI *in vitro*. Each result was repeated at least three times. Compared with the control group, *p <0.05; **p <0.01.

### 3.5 Model establishment and injury evaluation of drug-induced AKI mice

To further verify the role of hub genes *in vivo*, we constructed three AKI mice model including iohexol-induce AKI mice, cisplatin-induced AKI mice and vancomycin-induced AKI mice in accordance with the prior technical basis of our laboratory (**Figures 6A–C**). Then we confirmed that these models were successfully established through detected BUN and Scr of serum from AKI mice. Both indicators are gold indexes for evaluating renal injury (**Figures 6D–I**). HE staining and its tubule injury score also demonstrated the damage of drugs to the kidney (**Figures 6J–O**). The results demonstrated that the AKI models were successfully constructed.

**Figure 6:**
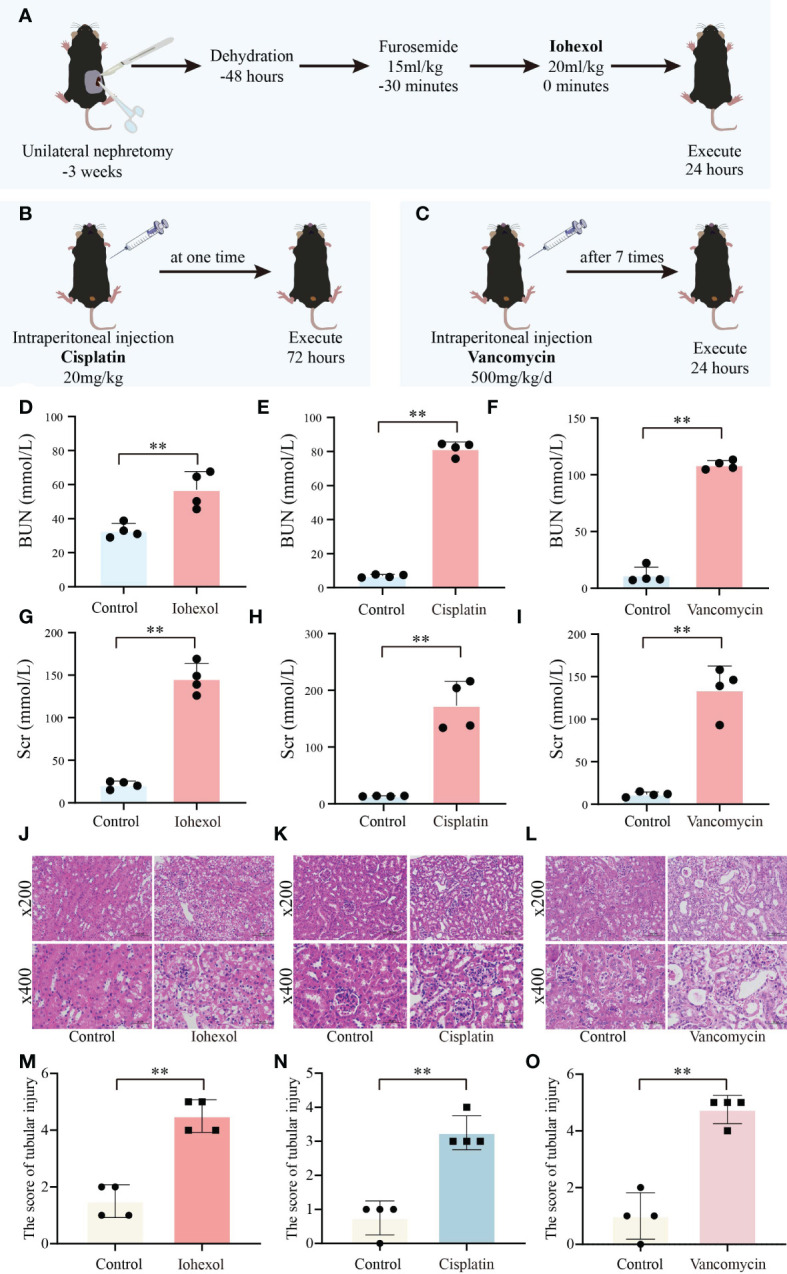
Construction and validation of AKI models. **(A)** Flow chart of iohexol-induced AKI model construction. **(B)** Flow chart of cisplatin-induced AKI model construction. **(C)** Flow chart of vancomycin-induced AKI model construction. **(D–F)** Compared to controls, BUN levels in AKI mice induced by iohexol, cisplatin, or vancomycin. **(G–I)** Compared to controls, Scr levels in AKI mice induced by iohexol, cisplatin, or vancomycin. BUN, blood urea nitrogen; Scr, serum creatinine. **(J–O)** Representative picture of HE staining and the kidney injury scores of controls, iohexol, cisplatin or vancomycin induced AKI mice. Each result was repeated four times. Compared with the control group, **p <0.01.

### 3.6 Validation of hub genes *in vivo*

By extracting mRNA from kidney tissue of different groups of mice, we then verified the *in vivo* expression of the four hub genes. The results of mRNA showed that, similar to the *in vitro* validation results, AOC3, IRF4 and TLR4 were highly expressed in iohexol, cisplatin or vancomycin groups compared to control group (**Figures 7A–C**). Interestingly, TNFAIP6 was also highly expressed in the iohexol or cisplatin group. However, in the vancomycin group, the expression of TNFAIP6 was down-regulated, consistent with the *in vitro* results (**Figure 7D**).

**Figure 7:**
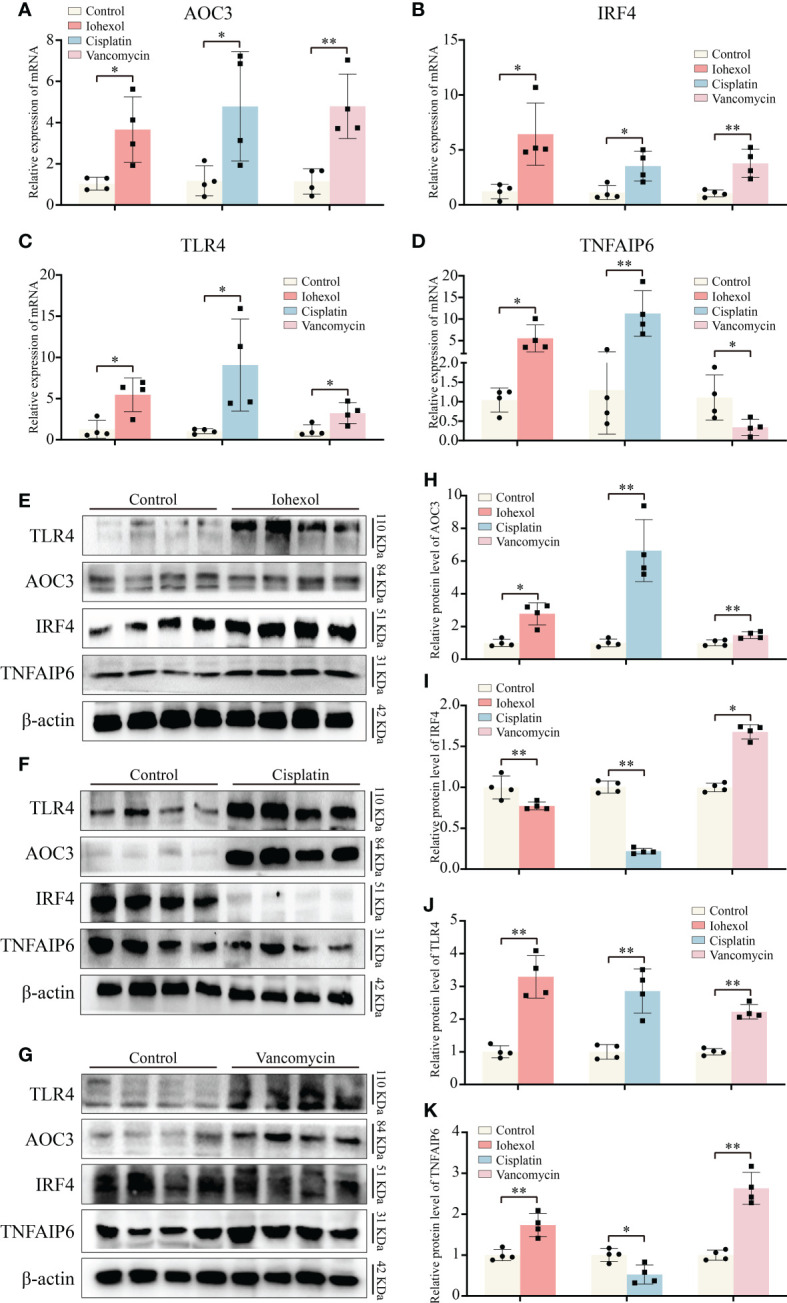
Validation of hub genes *in vivo*. **(A–D)** The mRNA expression level of AOC3, IRF4, TLR4 and TNFAIP6 in renal tissue of iohexol, cisplatin or vancomycin induced AKI mice compared with controls. **(E–K)** The protein expression level of AOC3, IRF4, TLR4 and TNFAIP6 in renal tissue of iohexol, cisplatin or vancomycin induced AKI mice compared with controls. *p <0.05; **p <0.01.

Next, we extracted proteins from the kidneys of DI-AKI mice to further verify the expression levels of the four hub genes *in vivo* (**Figures 7E–G**). Among them, TLR4 and AOC3 were significantly increased in iohexol, cisplatin and vancomycin mouse models, which were the same as mRNA levels (**Figures 7H, I**). IRF4 and TNFAIP6 protein alterations, however, were distinct from mRNA expression changes. IRF4 protein levels were decreased by both cisplatin and vancomycin, while TNFAIP6 rose in vancomycin-treated mice while it dropped in cisplatin-treated ones (**Figures 7J, K**). The mechanisms that lead to this need to be further explored. In general, AOC3, and TLR4 showed the same *in vivo* and *in vitro* performance after different drug treatments, which further reflected the role of these hub genes in Drug-induced AKI.

### 3.7 Verification of hub genes in mouse serum and urine

Further research to determine whether significant hub genes have potential as biomarkers is helpful for the early detection of DI-AKI. ELISA kits were used to assess the protein concentrations in mouse serum and urine. TLR4, IRF4, and AOC3 exhibited an increasing trend in serum and urine of DI-AKI mice, while TNFAIP6 showed a lowering trend, according to the **Figure 8**. In mice with iohexol-induced AKI, the serum TLR4 level was markedly elevated. Serum from vancomycin-induced AKI mice contained considerably higher levels of AOC3 and IRF4. TNFAIP was significantly reduced in the urine of mice with AKI brought on by iohexol. However, other findings were not statistically significant. These findings imply that TLR4, IRF4, AOC3, and TNFAIP6 may be useful as DI-AKI biomarkers, and more research is required to determine their effectiveness.

**Figure 8:**
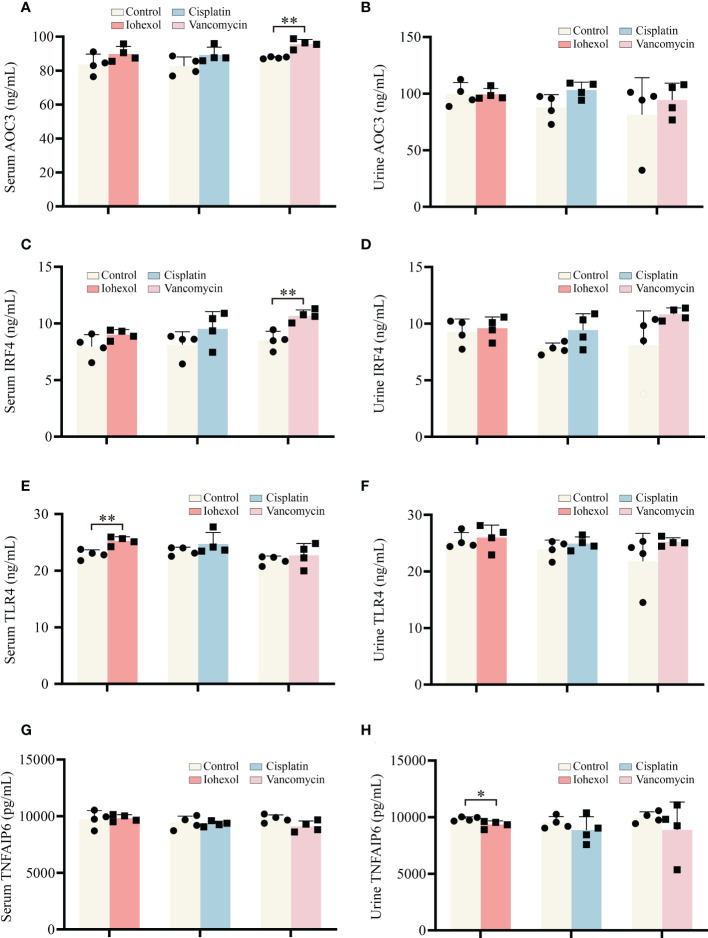
Validation of the hub genes in serum and urine of DI-AKI mice. **(A, B)** AOC3 protein levels in serum and urine of DI-AKI mice. **(C, D)** IRF4 protein levels in serum and urine of DI-AKI mice. **(E, F)** TLR4 protein levels in serum and urine of DI-AKI mice. **(G, H)** TNFAIP6 protein levels in serum and urine of DI-AKI mice. Compared with the control group, *p <0.05; **p <0.01.

### 3.8 Verification of hub genes by GEO datasets

Due to the complexity of the AKI models, we attempted to employ additional AKI models to demonstrate the relevance between hub genes we screened and DI-AKI. Limma package was used to find DEGs of AAN mice. The results were shown in form of Volcano plot and Heatmap (**Figures 9A, B**). Meanwhile, WGCNA was also used to explore the correlation between genes. A sample cluster map was created to figure out there are any outlier samples (**Figure 9C**). Then, we chose β = 12 (scale-free R^2^ = 0.9) as the “soft” threshold based on the scale independence and average connectivity (**Figure 9D**). By calculating the adjacency matrix and drawing the hierarchical clustering tree, the modules are obtained, and then the modules with similarity greater than 0.75 are merged to reduce the complexity of the network (**Figure 9E**). The correlation between Control and AKI was shown in **Figure 9F** with the turquoise module (2871 genes) demonstrated the highest correlation with AKI (correlation coefficient = 0.95, p = 2.0 * 10^-5^) and was regarded as the pivotal module for subsequent analysis. Furthermore, genes significantly associated with AKI obtained by WGCNA and DEGs identified by LIMMA package were intersected, and 336 genes were obtained (**Figure 9G**). These 336 genes were then input into the String database to obtain a PPI network with 312 nodes and 459 edges (high confidence = 0.70) (**Table S1**). Next, Cytohubba was used to search for hub genes, and TLR4 was found in at least three algorithms (**Figures S1**, **2**). Immunohistochemical staining on the kidneys of DI-AKI mice was done to further confirm the change level of TLR4, and it was once again confirmed that the level of TLR4 was dramatically elevated in DI-AKI animals (**Figure S3**). The first ten hub genes results obtained by EcCentricity algorithm was shown in **Figure 9H**. Surprisingly, when we searched for DEGs of AAN data, we found that AOC3, IRF4 and TNFAIP6 were also slightly up-regulated compared with the control group (**Table S2**). Also, TLR4, AOC3, IRF4, and TNFAIP6 were not differentially expressed in non-drug-induced AKI models including IRI (**Table S3**) and UUO (**Table S4**) models, which was unexpected and additional evidence of the specificity of these hub genes in drug-induced kidney damage.

**Figure 9:**
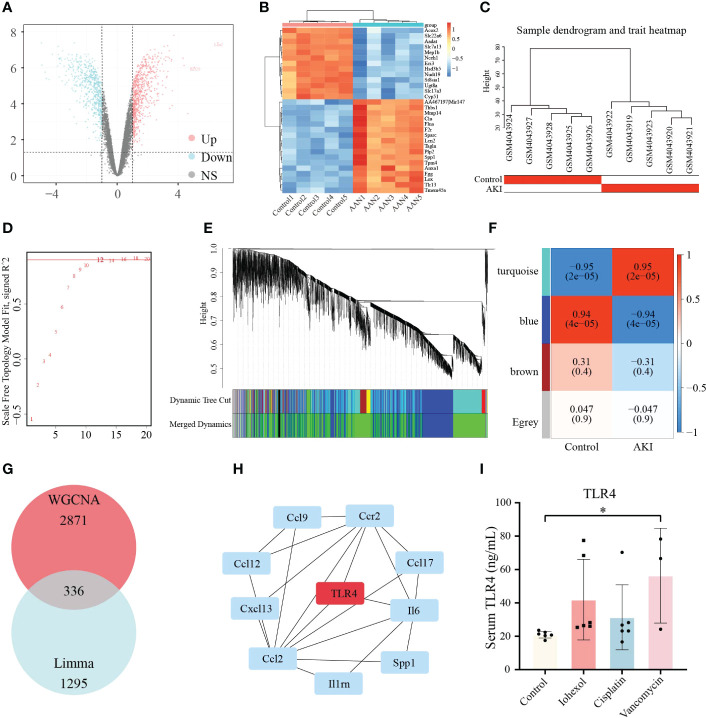
Validation of the hub genes in AAN datasets. **(A)** Volcano plots of DEGs identified from AAN datasets. Red dots represent up-regulated DEGs whereas blue dots represent down-regulated DEGs. **(B)** Heatmap of top 30 DEGs rated by *P-Value* identified in AAN datasets. **(C)** Sample dendrogram and trait heatmap show the degree of outliers and grouping information of samples. **(D)** The “soft” threshold based on the scale independence and average connectivity. **(E)** Gene co-expression modules represented by different colors under the hierarchical clustering tree. **(F)** Heatmap of the association between modules and AKI. The turquoise module was shown to be correlated significantly with AKI. Numbers at the top and bottom brackets represent the correlation coefficient and *P-value*, respectively. **(G)**The Venn diagram shows the intersection of genes in turquoise module and DEGs. **(H)** The line diagram indicates first ten hub genes results obtained by EcCentricity algorithm in Cytohubba plugin. **(I)** TLR4 protein levels in patients with iohexol-, cisplatin- and vancomycin- induced AKI compared with healthy controls. Compared with the control group, *p <0.05.

### 3.9 Verification of TLR4 in serum of in clinical samples

Based on sequencing and validation of cell, mouse, and aristolochic acid databases, we found that TLR4 could be the most valuable marker among them. Therefore, TLR4 levels in clinical practice we detected by ELISA kit in collected patient samples. Twenty-one human plasma samples were obtained, together with the related basic data (age, gender, etc.), and the basic data was examined by single factor analysis. It was discovered that there was no discernible difference between DI-AKI and Control groups in the fundamental situation (**Table 4**). In **Table S5**, further specific patient features are displayed. The results showed that TLR4 levels were increased in serum samples from iohexol-, cisplatin-, and vancomycin-induced AKI patients (**Figure 9I**). Due to the small sample size and significant intra-group variation, only patients with vancomycin-induced AKI showed a statistically significant difference as a result. More samples and studies are needed to further determine whether TLR4 can be used as a biomarker for DI-AKI.

**Table 4:** Basic information and single factor analysis between DI-AKI group and Non-DI-AKI group.

Characteristics	Control (N=6, Mean ± SD)	DI-AKI (N=15, Mean ± SD)	Rval.x	Pval.x
Age	55.00 ± 11.40	55.60 ± 11.46	0.00	0.92
Meal sex (No, %)	4 (66.67)	8 (53.33)	0.56	0.58
Weight	63.33 ± 16.39	60.41 ± 9.37	0.04	0.39
Hight	161 ± 8.97	160.83 ± 7.25	-0.03	0.68
BMI	24.90 ± 3.38	22.70 ± 3.68	0.18	0.20
Scr1	72.17 ± 18.09	111.73 ± 183.30	0.00	0.64

## 4 Discussion

Drug use is one of the prevalent causes of acute kidney injury, accounting for approximately 14%-26% of AKI in adults (2). Since no specific effective treatment for DI-AKI, early identification and diagnosis of renal toxicity are essential for prevention (6). However, the application of existing common markers of kidney injury in DI-AKI is insufficient, and further exploration of new biomarkers of DI-AKI is required to increase early diagnosis and detection of DI-AKI and better prognosis (7, 13). Therefore, DI-AKI cell models were constructed using iohexol, cisplatin and vancomycin respectively, and transcriptomic sequencing was performed on them. Four key hub genes (TLR4, AOC3, IRF4, and TNFAIP6) were predicted by bioinformatics methods, and the importance of hub genes was verified in cells, mice, human specimens, and public databases. These results may provide new strategies for diagnosing and treating patients with DI-AKI earlier and more accurately.

Currently, several studies have reported the potential mechanism of AKI caused by cisplatin, iohexol and vancomycin. Cisplatin hydrolysis generates positively charged metabolites that have the potential to seriously harm DNA, particularly mitochondrial DNA. In addition to DNA damage, cisplatin causes dysfunction of cytoplasmic organelles, particularly in the endoplasmic reticulum and mitochondria, activates apoptotic pathways, and causes cellular damage through oxidative stress and inflammation, leading to renal insufficiency (16, 26). It is now considered that CM cause mitochondrial dysfunction, apoptosis and necrosis in tubular epithelial cells *via* direct nephrotoxicity while its indirect impact alters renal hemodynamics and triggers medulla hypoxia, resulting in an increase of ROS which leads oxidative stress and inflammation. Both of these factors work together to impair renal function (17, 27, 28). The exact pathophysiology of vancomycin-induced AKI is not fully understood. According to the current consensus, vancomycin accumulates inside cells, causing oxidative stress, complement activation, inflammatory damage, mitochondrial malfunction, and death in the proximal renal tubules (20, 29). Our results identified four key related candidate genes (AOC3, IRF4, TLR4 and TNFAIP6) in iohexol-induced, cisplatin-induced and vancomycin-induced AKI models, and validated them *in vitro* and *in vivo*. It’s interesting to note that the four important genes we sequenced and examined were all involved in inflammation and immunity. We further discovered that among these, TLR4 alteration were most compatible with the sequencing of aristolochic acid AKI mouse.

TLR4, an evolutionarily conserved innate immune receptor, is involved in the detection and transmission of danger signals, such as pathogen-related molecular patterns, damage-related molecular patterns and xenobiology-related molecular patterns (30). Inflammation is an early response to tissue damage and involves a large number of innate immune cells with TLR4 being the primary factor promoting inflammation (31). It is reported that TLR4 recognizes extracellular HMGB1 and activates downstream signaling *via* MYD88 and TIR-domain-containing adapter-inducing interferon-β, further promoting nuclear translocation of NF-κB and increasing levels of inflammatory cytokines and chemokines (32). TLR4 was shown abundantly expressed in all renal cell types, including renal tubular epithelial cells and podocytes (33). By promoting inflammation, programmed cell death, and endoplasmic reticulum stress, TLR4 has been linked to several acute and chronic renal disorders (34). Studies on contrast-induced AKI have found that contrast media increased the expression of TLR4 and up-regulate TLR4-related downstream inflammatory pathways (35, 36). Ginsenoside Rb1/atorvastatin both attenuate renal injury by inhibiting the activation of TLR4)/NF-κB signaling pathway triggered by contrast media (37, 38). In cisplatin induced AKI, Zhang et al. demonstrated that renal parenchymal TLR4, but not bone marrow TLR4, mediates the nephrotoxic effects of cisplatin. Activation of TLR4 on renal parenchymal cells may activate the p38 MAPK pathway, leading to increased production of inflammatory cytokines such as TNF-α and subsequent renal injury (39). Salvianolic acid C (40), Cordyceps cicadae Mycelia (41) reduce the expression level of TLR-4 and enhance several antioxidant enzymes (superoxide dismutase and glutathione peroxidase) to alleviate cisplatin induced AKI. Consistent with the above results, our results showed that TLR4 mRNA levels were significantly elevated in cells and mouse models of DI-AKI. Also, it was discovered that TLR4 was considerably enhanced only in AAN (a DI-AKI model), but not in IRI or UUO models, by evaluating the sequencing data of these three mouse strains in the GEO database. This finding raises the idea that TLR4 has a DI-AKI-specific biomarker. Most noteworthy, despite only vancomycin-induced AKI showing a statistically significant difference, TLR4 levels were considerably higher in patients with DI-AKI. We thus hypothesize that TLR4 has specific biomarker potential in diverse DI-AKI, which is deserving of future investigation based on our findings and the bulk of current research.

IRF4 is a multifunctional transcription factor closely related to inflammation and fibrous diseases (42). Study has shown that folic acid treatment resulted in severe acute tubule injury in mice, and a sharp increase in IRF4 levels was observed in FA-damaged kidneys. Similarly, in our results, IRF4 was significantly elevated in DI-AKI. IRF4^-/-^ reduces folate AKI induced inflammation and renal fibrosis (43). Moreover, IRF4 is a regulator of adaptive immunity, which is necessary for T cell and B cell maturation to regulate T cell function (44). It also binds to MyD88 and inhibits TLRs signaling (42). By interacting with MyD88, IRF4 can prevent TLR2 and TLR4 signals from interacting with downstream signal components, therefore controlling innate immunity (45). These findings imply that IRF4 has some promise as a biomarker of DI-AKI and that more research into the IRF4/TLR4 pathway in DI-AKI is warranted.

AOC3 is a unique molecule that serves both as an adhesion molecule and as an exoenzyme to catalyze oxidative deamination of primary amines and to produce hydrogen peroxide in the extracellular space, and VPA-1 has been implicated in various inflammatory diseases (46). VAP-1 plays a key role in the pathophysiology of renal ischemia/reperfusion injury by enhancing neutrophil infiltration to produce a local hydrogen peroxide gradient (46). Furthermore, serum VAP-1 has been found to be higher in patients with diabetes and chronic kidney disease (CKD) and to predict cardiovascular mortality in patients with diabetes (47). VAP-1 inhibitor ASP8232 reduces albuminuria in patients with type 2 diabetes and chronic kidney disease in Phase II clinical trials (48, 49). Our results also demonstrate that AOC3 was highly expressed in DI-AKI. Therefore, we believe that ACO3 may play a role in DI-AKI by promoting immune cell infiltration and inflammation, and serve as a potential marker.

TNFAIP6 is an inflammation-related secreted protein which is upregulated in the presence of inflammation and thought to have important and diverse tissue protective and anti-inflammatory properties (50, 51). It is reported that TNFAIP6 can reduce AKI after paraquat poisoning by inhibiting the inflammatory response (52). Similarly, we found that the mRNA expression of TNFAIP6 in the cell models were significantly down-regulated by the medications. Surprisingly, our verification in the DI-AKI mouse model was not the same. Among them, the TNFAIP6 level in kidney tissues of AKI mice induced by vancomycin was significantly decreased. On the contrary, iohexol and cisplatin-induced AKI mice had higher levels of TNFAIP6 in their renal tissues. This could be as a result of the various model establishment cycles, with vancomycin requiring a 7-day period of continuous treatment to build the model. The damage caused by iohexol and cisplatin over the course of 72 hours may have caused the elevation of TNFAIP6. Similarly, Cox et al. showed that the expression of TNFAIP6 protein in glomerular and tubule cells was significantly up-regulated in IgA nephropathy (IGAN) patients compared with non-IGAN patients and controls (53). Therefore, the role of TNFAIP6 in DI-AKI needs to be further determined.

Our study has several limitations. Despite the fact that we merged data sets from four separate DI-AKI models, only the contrast media, anticancer drugs, antibacterial agents, and traditional Chinese medicine components are represented. Other medications also have the potential to harm the kidneys, so more research on AKI brought on by other medications is required. Also, the sample size for sequencing and validation is modest, and additional samples, particularly human specimens, are required to further validate the findings. Furthermore, we did not evaluate the efficiency of these hub genes in DI-AKI by comparing them to conventional biomarkers, hence, additional sample collection and analysis are required. Finally, the alterations of these important hub genes in the non-DI-AKI model were merely confirmed using the data, however, additional experimental confirmation is still required.

In this study, we identified four essential DI-AKI Hub genes (TLR4, AOC3, IRF4, and TNFAIP6) using mRNA sequencing and extensive analysis of the three conventional DI-AKI models. Unexpectedly, all of these genes have a relationship with immunity and inflammation. These four core Hub genes might be used as potential biomarkers and might present a novel approach to the clinical diagnosis and management of AKI. According to validation at cellular level, mouse level, human level, and databases (AAN, IRI and UUO), TLR4 may have the most potential among these key Hub genes.

## Data availability statement

The data presented in the study are deposited in the GEO repository, accession number GSE227970. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227970.

## Ethics statement

The studies involving human participants were reviewed and approved by the Ethics Committee of the Third Xiangya Hospital of Central South University. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by Medical Research Ethics Committee of Central South University. Written informed consent was obtained from the individual(s) for the publication of any potentially identifiable images or data included in this article.

## Author contributions

Funding acquisition: X-CZ and L-YZ. Investigation: Y-XD, KL and X-RG. Software: Y-XD. Study materials: KL, Q-XQ, Z-YT, G-LZ and Y-FW. Human specimen collection: R-MQ, D-KL and W-JY. Supervision: X-CZ. Validation: Y-XD and KL. Writing original draft: Y-XD and KL. All authors contributed to the article and approved the submitted version.

## References

[1] Pierson-MarchandiseMGrasVMoragnyJMicallefJGaboriauLPicardS. The drugs that mostly frequently induce acute kidney injury: A case - noncase study of a pharmacovigilance database. Br J Clin Pharmacol (2017) 83(6):1341–9. doi: 10.1111/bcp.13216 PMC542722228002877

[2] HosteEABagshawSMBellomoRCelyCMColmanRCruzDN. Epidemiology of acute kidney injury in critically ill patients: the multinational AKI-EPI study. Intensive Care Med (2015) 41(8):1411–23. doi: 10.1007/s00134-015-3934-7 26162677

[3] KwiatkowskaEDomańskiLDziedziejkoVKajdyAStefańskaKKwiatkowskiS. The mechanism of drug nephrotoxicity and the methods for preventing kidney damage. Int J Mol Sci (2021) 22(11):6109. doi: 10.3390/ijms22116109 34204029PMC8201165

[4] PerazellaMARosnerMH. Drug-induced acute kidney injury. Clin J Am Soc Nephrol (2022) 17(8):1220–33. doi: 10.2215/CJN.11290821 PMC943598335273009

[5] YangLXingGWangLWuYLiSXuG. Acute kidney injury in China: A cross-sectional survey. Lancet (2015) 386(10002):1465–71. doi: 10.1016/S0140-6736(15)00344-X 26466051

[6] KhanSLoiVRosnerMH. Drug-induced kidney injury in the elderly. Drugs Aging (2017) 34(10):729–41. doi: 10.1007/s40266-017-0484-4 28815461

[7] BlankMThompsonAHausnerERouseR. Biomarkers of drug-induced acute kidney injury: a regulatory perspective. Expert Opin Drug Metab Toxicol (2018) 14(9):929–36. doi: 10.1080/17425255.2018.1511701 30099912

[8] DevarajanP. Biomarkers for the early detection of acute kidney injury. Curr Opin Pediatr (2011) 23(2):194–200. doi: 10.1097/MOP.0b013e328343f4dd 21252674PMC3257513

[9] WaikarSSBetenskyRABonventreJV. Creatinine as the gold standard for kidney injury biomarker studies? Nephrol Dial Transplant (2009) 24(11):3263–5. doi: 10.1093/ndt/gfp428 19736243

[10] KimSMLeeHSKimMJParkHDLeeSY. Diagnostic value of multiple serum biomarkers for vancomycin-induced kidney injury. J Clin Med (2021) 10(21):5005. doi: 10.3390/jcm10215005 34768522PMC8584616

[11] Sampaio de Souza GarmsDCardoso EidKZBurdmannEAMarcalLJAntonangeloLDos SantosA. The role of urinary biomarkers as diagnostic and prognostic predictors of acute kidney injury associated with vancomycin. Front Pharmacol (2021) 12:705636. doi: 10.3389/fphar.2021.705636 34630082PMC8495315

[12] ValetteXdu CheyronD. Accuracy of plasma neutrophil gelatinase-associated lipocalin in the early diagnosis of contrast-induced acute kidney injury in critical illness: reply to quartin et al. Intensive Care Med (2013) 39(12):2239. doi: 10.1007/s00134-013-2826-y 24081434

[13] WuHHuangJ. Drug-induced nephrotoxicity: Pathogenic mechanisms, biomarkers and prevention strategies. Curr Drug Metab (2018) 19(7):559–67. doi: 10.2174/1389200218666171108154419 29119923

[14] PerazellaMA. Drug-induced acute kidney injury: diverse mechanisms of tubular injury. Curr Opin Crit Care (2019) 25(6):550–7. doi: 10.1097/MCC.0000000000000653 31483318

[15] VolarevicVDjokovicBJankovicMGHarrellCRFellabaumCDjonovV. Molecular mechanisms of cisplatin-induced nephrotoxicity: a balance on the knife edge between renoprotection and tumor toxicity. J BioMed Sci (2019) 26(1):25. doi: 10.1186/s12929-019-0518-9 30866950PMC6417243

[16] FangCYLouDYZhouLQWangJCYangBHeQJ. Natural products: potential treatments for cisplatin-induced nephrotoxicity. Acta Pharmacol Sin (2021) 42(12):1951–69. doi: 10.1038/s41401-021-00620-9 PMC863335833750909

[17] MehranRDangasGDWeisbordSD. Contrast-associated acute kidney injury. N Engl J Med (2019) 380(22):2146–55. doi: 10.1056/NEJMra1805256 31141635

[18] KusirisinPChattipakornSCChattipakornN. Contrast-induced nephropathy and oxidative stress: mechanistic insights for better interventional approaches. J Transl Med (2020) 18(1):400. doi: 10.1186/s12967-020-02574-8 33081797PMC7576747

[19] McCulloughPAChoiJPFeghaliGASchusslerJMStolerRMVallabahnRC. Contrast-induced acute kidney injury. J Am Coll Cardiol (2016) 68(13):1465–73. doi: 10.1016/j.jacc.2016.05.099 27659469

[20] KanWCChenYCWuVCShiaoCC. Vancomycin-associated acute kidney injury: A narrative review from pathophysiology to clinical application. Int J Mol Sci (2022) 23(4):2052. doi: 10.3390/ijms23042052 35216167PMC8877514

[21] SborchiaMDe PrezEGAntoineMHBienfaitLIndraRValbuenaG. The impact of p53 on aristolochic acid I-induced nephrotoxicity and DNA damage in vivo and *in vitro* . Arch Toxicol (2019) 93(11):3345–66. doi: 10.1007/s00204-019-02578-4 PMC682330631602497

[22] RitchieMEPhipsonBWuDHuYLawCWShiW. Limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res (2015) 43(7):e47. doi: 10.1093/nar/gkv007 25605792PMC4402510

[23] SzklarczykDGableALLyonDJungeAWyderSHuerta-CepasJ. STRING v11: protein-protein association networks with increased coverage, supporting functional discovery in genome-wide experimental datasets. Nucleic Acids Res (2019) 47(D1):D607–d613. doi: 10.1093/nar/gky1131 30476243PMC6323986

[24] SmootMEOnoKRuscheinskiJWangPLIdekerT. Cytoscape 2.8: new features for data integration and network visualization. Bioinformatics (Oxford, England) (2011) 27(3):431–2. doi: 10.1093/bioinformatics/btq675 PMC303104121149340

[25] LexAGehlenborgNStrobeltHVuillemotRPfisterH. UpSet: Visualization of intersecting sets. IEEE Trans Vis Comput Graph (2014) 20(12):1983–92. doi: 10.1109/TVCG.2014.2346248 PMC472099326356912

[26] OzkokAEdelsteinCL. Pathophysiology of cisplatin-induced acute kidney injury. BioMed Res Int (2014) 2014:967826. doi: 10.1155/2014/967826 25165721PMC4140112

[27] LinQLiSJiangNJinHShaoXZhuX. Inhibiting NLRP3 inflammasome attenuates apoptosis in contrast-induced acute kidney injury through the upregulation of HIF1A and BNIP3-mediated mitophagy. Autophagy (2021) 17(10):2975–90. doi: 10.1080/15548627.2020.1848971 PMC852596033345685

[28] LinQLiSJiangNShaoXZhangMJinH. PINK1-parkin pathway of mitophagy protects against contrast-induced acute kidney injury *via* decreasing mitochondrial ROS and NLRP3 inflammasome activation. Redox Biol (2019) 26:101254. doi: 10.1016/j.redox.2019.101254 31229841PMC6597739

[29] OktemFArslanMKOzgunerFCandirOYilmazHRCirisM. In vivo evidences suggesting the role of oxidative stress in pathogenesis of vancomycin-induced nephrotoxicity: protection by erdosteine. Toxicology (2005) 215(3):227–33. doi: 10.1016/j.tox.2005.07.009 16112787

[30] LinCWangHZhangMMustafaSWangYLiH. TLR4 biased small molecule modulators. Pharmacol Ther (2021) 228:107918. doi: 10.1016/j.pharmthera.2021.107918 34171331

[31] MajumderSPushpakumarSJuinSKJalaVRSenU. Toll-like receptor 4 mutation protects the kidney from ang-II-induced hypertensive injury. Pharmacol Res (2022) 175:106030. doi: 10.1016/j.phrs.2021.106030 34896544PMC8755630

[32] RusaiKSollingerDBaumannMWagnerBStroblMSchmadererC. Toll-like receptors 2 and 4 in renal ischemia/reperfusion injury. Pediatr Nephrol (2010) 25(5):853–60. doi: 10.1007/s00467-009-1422-4 20130923

[33] KotKKosik-BogackaDWojtkowiak-GieraAKolasa-WolosiukALanocha-ArendarczykN. The expression of TLR2 and TLR4 in the kidneys and heart of mice infected with acanthamoeba spp. Parasit Vectors (2020) 13(1):480. doi: 10.1186/s13071-020-04351-4 32958053PMC7507663

[34] ShelkeVKaleAAndersHJGaikwadAB. Epigenetic regulation of toll-like receptors 2 and 4 in kidney disease. J Mol Med (Berl) (2022) 100(7):1017–26. doi: 10.1007/s00109-022-02218-y 35704060

[35] TanXZhengXHuangZLinJXieCLinY. Involvement of S100A8/A9-TLR4-NLRP3 inflammasome pathway in contrast-induced acute kidney injury. Cell Physiol Biochem (2017) 43(1):209–22. doi: 10.1159/000480340 28854431

[36] WangXZhouJYangJWangSYangL. Role of TLR4/MyD88/NF-kappaB signaling in the contrast-induced injury of renal tubular epithelial cells. Exp Ther Med (2020) 20(5):115. doi: 10.3892/etm.2020.9243 33005241PMC7523275

[37] ZhouSLuSGuoSZhaoLHanZLiZ. Protective effect of ginsenoside Rb1 nanoparticles against contrast-induced nephropathy by inhibiting high mobility group box 1 Gene/Toll-like receptor 4/NF-kappaB signaling pathway. J BioMed Nanotechnol (2021) 17(10):2085–98. doi: 10.1166/jbn.2021.3163 34706808

[38] YueRZuoCZengJSuBTaoYHuangS. Atorvastatin attenuates experimental contrast-induced acute kidney injury: a role for TLR4/MyD88 signaling pathway. Ren Fail (2017) 39(1):643–51. doi: 10.1080/0886022X.2017.1361838 PMC644791228805489

[39] ZhangBRameshGUematsuSAkiraSReevesWB. TLR4 signaling mediates inflammation and tissue injury in nephrotoxicity. J Am Soc Nephrol (2008) 19(5):923–32. doi: 10.1681/ASN.2007090982 PMC238671918256356

[40] ChienLHWuCTDengJSJiangWPHuangWCHuangGJ. Salvianolic acid c protects against cisplatin-induced acute kidney injury through attenuation of inflammation, oxidative stress and apoptotic effects and activation of the CaMKK-AMPK-Sirt1-Associated signaling pathway in mouse models. Antioxidants (Basel) (2021) 10(10):1620. doi: 10.3390/antiox10101620 34679755PMC8533075

[41] DengJSJiangWPChenCCLeeLYLiPYHuangWC. Cordyceps cicadae mycelia ameliorate cisplatin-induced acute kidney injury by suppressing the TLR4/NF-kappaB/MAPK and activating the HO-1/Nrf2 and sirt-1/AMPK pathways in mice. Oxid Med Cell Longev (2020) 2020:7912763. doi: 10.1155/2020/7912763 32089779PMC7026739

[42] NegishiHOhbaYYanaiHTakaokaAHonmaKYuiK. Negative regulation of toll-like-receptor signaling by IRF-4. Proc Natl Acad Sci U.S.A. (2005) 102(44):15989–94. doi: 10.1073/pnas.0508327102 PMC125774916236719

[43] ChenMWenXGaoYLiuBZhongCNieJ. IRF-4 deficiency reduces inflammation and kidney fibrosis after folic acid-induced acute kidney injury. Int Immunopharmacol (2021) 100:108142. doi: 10.1016/j.intimp.2021.108142 34555644

[44] MittruckerHWMatsuyamaTGrossmanAKundigTMPotterJShahinianA. Requirement for the transcription factor LSIRF/IRF4 for mature b and T lymphocyte function. Science (1997) 275(5299):540–3. doi: 10.1126/science.275.5299.540 8999800

[45] LassenSLechMRommeleCMittrueckerHWMakTWAndersHJ. Ischemia reperfusion induces IFN regulatory factor 4 in renal dendritic cells, which suppresses postischemic inflammation and prevents acute renal failure. J Immunol (2010) 185(3):1976–83. doi: 10.4049/jimmunol.0904207 20601597

[46] TanakaSTanakaTKawakamiTTakanoHSugaharaMSaitoH. Vascular adhesion protein-1 enhances neutrophil infiltration by generation of hydrogen peroxide in renal ischemia/reperfusion injury. Kidney Int (2017) 92(1):154–64. doi: 10.1016/j.kint.2017.01.014 28318627

[47] LiHYLinHANienFJWuVCJiangYDChangTJ. Serum vascular adhesion protein-1 predicts end-stage renal disease in patients with type 2 diabetes. PloS One (2016) 11(2):e0147981. doi: 10.1371/journal.pone.0147981 26845338PMC4742057

[48] HoefmanSSnelderNvan NoortMGarcia-HernandezAOnkelsHLarssonTE. Mechanism-based modeling of the effect of a novel inhibitor of vascular adhesion protein-1 on albuminuria and renal function markers in patients with diabetic kidney disease. J Pharmacokinet Pharmacodyn (2021) 48(1):21–38. doi: 10.1007/s10928-020-09716-x 32929612PMC7979602

[49] de ZeeuwDRenfurmRWBakrisGRossingPPerkovicVHouFF. Efficacy of a novel inhibitor of vascular adhesion protein-1 in reducing albuminuria in patients with diabetic kidney disease (ALBUM): A randomised, placebo-controlled, phase 2 trial. Lancet Diabetes Endocrinol (2018) 6(12):925–33. doi: 10.1016/S2213-8587(18)30289-4 30413396

[50] DayAJMilnerCM. TSG-6: A multifunctional protein with anti-inflammatory and tissue-protective properties. Matrix Biol (2019) 78-79:60–83. doi: 10.1016/j.matbio.2018.01.011 29362135

[51] LeeRHPulinAASeoMJKotaDJYlostaloJLarsonBL. Intravenous hMSCs improve myocardial infarction in mice because cells embolized in lung are activated to secrete the anti-inflammatory protein TSG-6. Cell Stem Cell (2009) 5(1):54–63. doi: 10.1016/j.stem.2009.05.003 19570514PMC4154377

[52] XuJZhengJZhuJ. [Tumor necrosis factor-alpha induced protein 6 attenuates acute kidney injury following paraquat poisoning in rats]. Zhonghua Wei Zhong Bing Ji Jiu Yi Xue (2014) 26(6):405–8. doi: 10.3760/cma.j.issn.2095-4352.2014.06.008 24912639

[53] CoxSNChiurliaSDivellaCRossiniMSerinoGBonominiM. Formalin-fixed paraffin-embedded renal biopsy tissues: An underexploited biospecimen resource for gene expression profiling in IgA nephropathy. Sci Rep (2020) 10(1):15164. doi: 10.1038/s41598-020-72026-2 32938960PMC7494931

# Supplementary material for: Identification and validation of hub genes in drug induced acute kidney injury basing on integrated transcriptomic analysis
**Source:** Front Immunol. 2023 Mar 29;14:1126348. doi: 10.3389/fimmu.2023.1126348
**Supplement:** Supplementary Figure 1 — The line diagram indicates first ten Hub genes results obtained by BottleNeck algorithm in Cytohubba plugin.

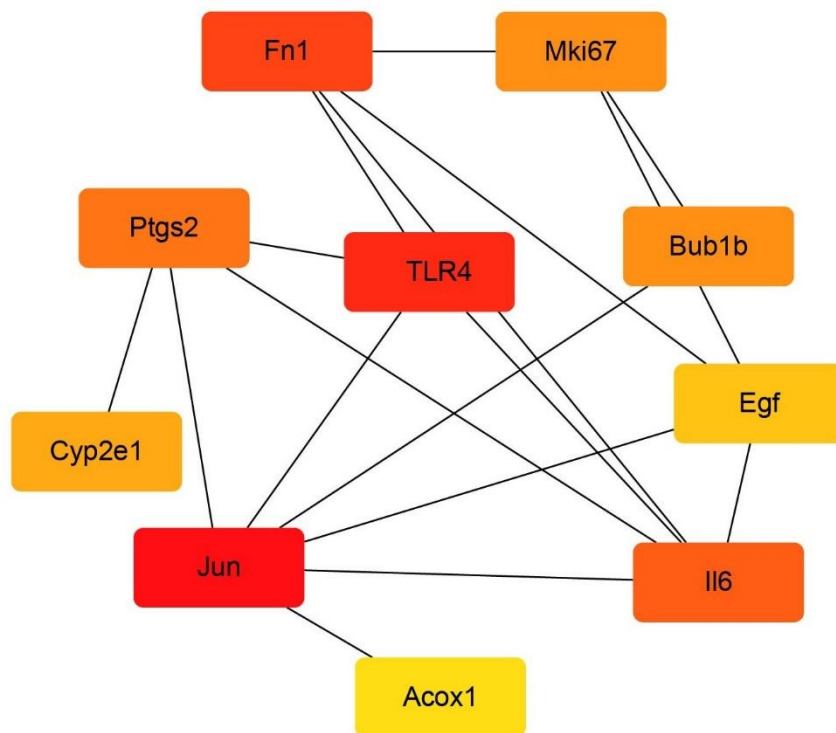

**Figure S1.** | The line diagram indicates first ten Hub genes results obtained by BottleNeck algorithm in Cytohubba plugin.

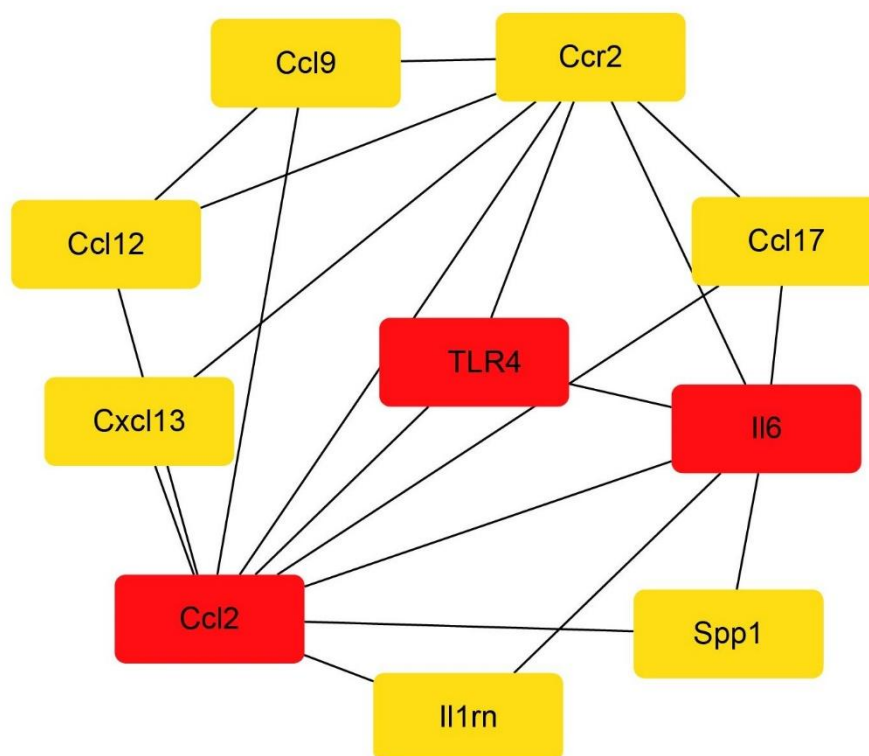

**Figure S2.** | The line diagram indicates first ten Hub genes results obtained by EPC algorithm in Cytohubba plugin.

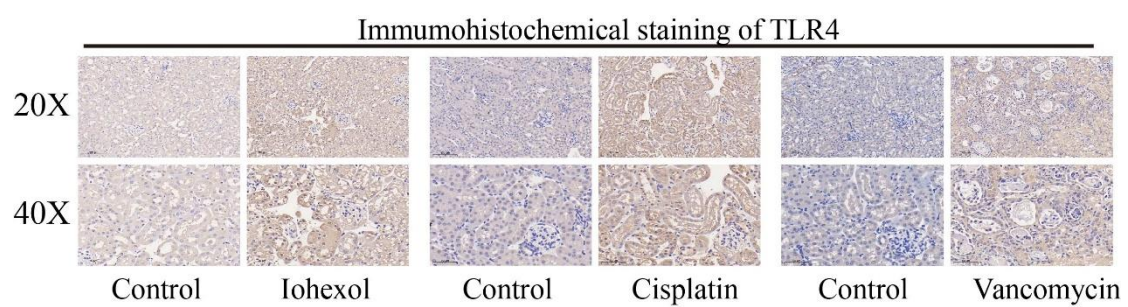

**Figure S3.** | Representative image of TLR4 immunohistochemistry in iohexol, cisplatin and vancomycin induced-AKI mice.

How the deposited data were processed for this re-analysis (not part of the article)

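RNA of HK-2 cells, an established human proximal tubular cell line, was sequenced in 12 samples, 3 each of a control group and of cells treated for 48 h with 75 mg I/mL iohexol, 5 μM cisplatin or 4 mM vancomycin. The conditions and replicate numbers were taken from the sample labels and the doses and time from the paper and the labels. The labels name water as the treatment of the control group.

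The authors deposited the counts of reads per gene as whole numbers, without normalization, for 58735 genes, including genes with 0 counts in every sample. The labels describe poly(A) selection and an NEBNext library, and the paper names Novogene as the place of sequencing. The aligner, the counting program, its strand setting and the annotation release are not named in the paper's text. The gene identifiers and positions are on GRCh38. All per-sample columns of the table were matched to a sample by name. For sequence and biotypes the annotation of GENCODE release 29 was used.

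Total counts per sample were between 14057282 and 18177109. The floor of 3 counts corresponds to 0.165 to 0.213 CPM and covers counting error only, since the protocol describes no molecular identifiers. The vancomycin samples had the largest totals. The TMM factors were 0.961 to 0.976 in the control group, 1.02 to 1.04 with iohexol, 1.12 to 1.13 with cisplatin and 0.885 to 0.897 with vancomycin. The 10 genes with the most counts held 7.69% to 8.09% of all counts in the control samples, 7.86% to 8.48% with iohexol, 5.97% to 6.04% with cisplatin and 9.16% to 10.1% with vancomycin.

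From the deposited counts, log2 fold changes and p-values were computed with edgeR 4.0.16 in R 4.3.3 (TMM normalization, estimateDisp, glmQLFit and glmQLFTest), in a separate fit for each drug with the 3 control samples. Genes entered a fit when they passed filterByExpr with a minimum of 10 counts and a total of 15. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. DEGs had an adjusted p under 0.05 and a log2 fold change above 1 or below -1. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F. CPM values use the total count times the TMM factor of the fit of all 12 samples, and log2 CPM values a prior count of 2. Co-DEGs were the genes in all 3 lists of up-regulated or of down-regulated DEGs. Tests of a single value over 3 against 3 samples were exact two-sided permutation tests over the 10 splits, whose smallest p is 0.1. Differences between drugs were tested by contrasts in a fit of all 12 samples. Gene sets written in advance were tested with camera of limma 3.58.1 (inter-gene correlation 0.01) on log2 CPM, adjusted over sets and drugs. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 with numpy 2.4.6.

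The replicate numbers 1 to 3 in the labels are shared by all groups, and the pairing comes from these numbers. The paper's text does not mention a block in its test, and the fits reported first have none.

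The genes named were chosen by a rule: the genes the paper names for these data with the TLR4 partners and conventional injury markers of its text, the genes labelled in Figures 2G–I and 3F as lists, for each drug the 5 up- and 5 down-regulated DEGs with the smallest p among those whose samples did not overlap the controls, the 5 co-up- and 5 co-down-regulated DEGs whose smallest change over the 3 drugs was largest, and members of reported gene sets. Genes outside the rule are named as such, and some genes that the rule covers are not reported here.

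Reads that several genes could have received were assessed from the annotated transcripts. The measure was the percent of the 31-base sequences of a gene's longest transcript, taken at every 5 bases, that also occur in another gene's transcripts. Other transcripts of the gene and matches to the opposite strand were not counted, so that the percent can be too low. This was possible for 58676 of the genes.

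The steps were tested on simulated counts drawn from the means of the control samples and the totals of all samples. A single dispersion, estimated from the control samples, was used for all genes and groups. Every change put in was larger than the threshold on the log2 fold change. The simulation therefore does not show how often changes near that threshold are found. Of 200 genes given a known change, 177 passed the filter and 177 of these were called in the right direction, with 5 other genes called of 15283 tested. Without a change, 0 of 15255 genes were called. Of 100 genes raised in all 3 lists, 98 were in the intersection.

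The alternatives tried were DESeq2 1.42.0, limma-voom and limma-trend in place of edgeR's test, RLE factors or library size only in place of TMM, no filter (all genes with at least 1 count) or at least 10 counts in every sample in place of filterByExpr, a fit of all 4 groups, the replicate number as a block, the unadjusted p, and leaving out each sample in turn. For the PCA they were the 500 most variable genes, unit variance and the variance-stabilizing transformation of DESeq2. These were chosen before the data were examined, and combinations of them were added later.

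The enrichment of GO and KEGG terms, the protein interaction network and the ranking of its nodes need databases that were not used here. The quantitative PCR, western blot, ELISA, mouse, public kidney data and patient measurements were not analysed here.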

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

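The tests of pseudogenes, of marker sets under library size only, and of a direct comparison for genes that changed in opposite directions were chosen only after the result was seen.

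The size of the change in 2 of the hub genes differed between drugs. In edgeR's quasi-likelihood fit of all 12 samples, 5 of 12 contrasts between drugs had an adjusted p under 0.05 over all genes. AOC3 was lower with iohexol than with cisplatin by a log2 fold change of -0.79 (standard error 0.28, adjusted p = 0.0231 over all genes and 0.0333 over the 12 contrasts) and lower than with vancomycin by -1.12 (standard error 0.28, adjusted p = 0.00191 and 0.00271). TNFAIP6 was higher with cisplatin than with vancomycin by 2.51 (standard error 0.26, adjusted p = 4.25e-08 and 6.13e-08), lower with iohexol than with cisplatin by -0.54 (standard error 0.21, adjusted p = 0.0333 and 0.0407), and higher with iohexol than with vancomycin by 1.97 (standard error 0.27, adjusted p = 3.61e-06 and 3.14e-06). In all 5 the 3 samples of one drug did not overlap the 3 of the other, which chance gives for 10% of genes and which a low p favours. The contrasts of IRF4 and TLR4 had adjusted p of 0.109 or more. As to library size and scaling, 5 of the 5 were kept under both RLE factors and library size only, and 5 were kept with the replicate number as a block. As to a single sample, the fewest contrasts kept with a sample left out were 3, without cisplatin replicate 2 or without cisplatin replicate 3. AOC3 shares 24.1% of its sequence with other genes, and its paralog AOC2 shares 1.90%. AOC2 had 41, 53 and 47 counts with iohexol and 40, 64 and 52 with vancomycin, which gives no sign that AOC2 reads make the difference of AOC3 between these drugs. Another paralog, AOC4P, had 2, 1 and 0 counts with iohexol and 7, 3 and 4 with vancomycin, fewer than AOC3 itself (27, 18 and 25, and 42, 59 and 58). Which genes share sequence with AOC3 was not tested. With cisplatin AOC2 had 189, 145 and 186 counts, AOC3 had 38, 47 and 49, and AOC4P had 0, 2 and 0. Only 1.90% of the longest transcript of AOC2 occurs in another gene, which leaves room for few reads of that transcript in AOC3. For that transcript, this argues against shared reads of AOC2 as the source of the contrast of iohexol and cisplatin. How the authors' counting placed such reads was not tested. Each drug was used at a single dose, so that a difference between drugs cannot be told apart from a difference in dose.

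A signal in the opposite direction with different drugs was seen in DEGs outside those the paper discusses. Of the genes that were DEGs with both drugs, 87 changed in opposite directions with iohexol and cisplatin (77 up with iohexol and down with cisplatin, 10 the other way, against 188 in the same direction), 57 with iohexol and vancomycin (30 and 27, against 263) and 198 with cisplatin and vancomycin (62 and 136, against 448). Together these are 342 pairs of gene and comparison, and library size and scaling moved their number to 357 with library size only. In the direct contrast of the drugs, 100% had an adjusted p under 0.05 from edgeR's test. The choice of genes with opposite changes nearly fixes that result in advance, so that it does not settle whether the shared controls play a part. Noise in the shared controls enters all drugs with the same sign.

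Conventional markers of kidney injury that the paper's text names changed in these cells, and the paper does not report them from these counts. LCN2 rose from 2.46 ± 0.409 CPM (SD, n = 3) in the control group to 9.29 ± 1.56 CPM with iohexol, a log2 fold change of 1.95 (standard error 0.21, adjusted p = 4.86e-05 from edgeR's quasi-likelihood test, 0.000116 with the replicate block), and to 24.6 ± 2.34 CPM with vancomycin, a log2 fold change of 3.28 (standard error 0.17, adjusted p = 5.4e-14, 7.17e-15 with the block). With cisplatin its log2 fold change was 0.15 (adjusted p = 0.612). IGFBP7 rose with vancomycin by a log2 fold change of 1.08 (standard error 0.09, adjusted p = 3.82e-10, 3.99e-12 with the block), while it fell with cisplatin by -0.62 (standard error 0.06, adjusted p = 2.46e-07, 1.42e-10 with the block) and changed by -0.13 with iohexol (adjusted p = 0.443). All 3 drug samples were above all 3 controls in the 3 comparisons with a rise, and below them for IGFBP7 with cisplatin. IGFBP7 overlaps POLR2B, and the counts on the genes that overlap IGFBP7 come to 47.8% of its own, so that reads of the overlap could belong to either. Of the 12 comparisons of the 4 markers LCN2, HAVCR1, TIMP2 and IGFBP7, 5 passed the thresholds on the adjusted p and the fold change. Besides the 3 rises, these were falls of HAVCR1, by a log2 fold change of -1.43 with cisplatin and -1.20 with vancomycin. As to library size and scaling, 5 of the 5 calls were kept with library size only. The reads shared by IGFBP7 and its overlapping genes were not tested as an explanation. For LCN2, with no overlapping gene and 0% shared sequence, a response to the drug is a hypothesis that these tests leave.

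Sets of genes that the paper does not test as sets moved together. Of these, the NF-kB pathway is named in the paper's discussion. They were tested with camera over 27 pairs of set and drug. With iohexol, an interferon response set rose (median log2 fold change 0.47, 9 of 12 genes up, adjusted p = 0.0388 from limma's camera, 0.0387 with the replicate block), as did a lysosome set (0.44, 12 of 12 up, adjusted p = 2.33e-06, 1.71e-05 with the block) and an osmotic stress set (1.60, 5 of 6 up, adjusted p = 0.000139, 0.000108 with the block). With vancomycin, the interferon response set rose (2.02, 11 of 12 up, adjusted p = 5.58e-06, 2.74e-05 with the block), as did the lysosome set (1.18, 13 of 13 up, adjusted p = 2.33e-06, 1.71e-05 with the block), an NF-kB target set (0.44, 10 of 11 up, adjusted p = 0.0343, 0.0306 with the block) and an NRF2 target set (1.55, 11 of 11 up, adjusted p = 2.33e-06, 1.48e-05 with the block). With cisplatin, 0 of the 9 sets passed, and 2 had an unadjusted p under 0.05, among them the p53 target set (median log2 fold change 0.24, 14 of 20 up, unadjusted p = 0.0296 and adjusted p = 0.0728 from camera). Of the p53 targets, 3 were up-regulated DEGs with cisplatin and 0 down-regulated. These were CDKN1A, PLK3 and AEN, with log2 fold changes of 1.55, 1.22 and 1.02. A set that does not pass is therefore not a set without changed members. Whether a set differs between drugs was not tested. As to reads shared between gene copies, the sets still past the threshold when only members with under 20% shared sequence were used were 4 of 4 with iohexol and 5 of 5 with vancomycin, both counts including the metallothioneins, which fell. As to library size and scaling, 3 of 4 sets with iohexol and 5 of 5 with vancomycin still passed with library size only. The interferon response set with iohexol was the call lost (adjusted p = 0.0595, with 0.0363 under RLE factors). With cisplatin, the set of conventional kidney injury markers passed with library size only (median log2 fold change -0.78 with TMM, 1 of 4 genes up, adjusted p = 0.0368 against 0.0728). Because camera compares the set with the other genes, a factor common to all genes largely cancels, and that test alone does not settle the part of scaling. The median log2 fold change of all genes shifted by 0.0714 with iohexol and by -0.0764 with vancomycin under library size only, which is small against the median of the osmotic stress set with iohexol and those of the NRF2 and lysosome sets with vancomycin. Of the 4 splits of the samples that part all same-numbered pairs, the real split included, 1 had as many sets past the threshold as the real split with iohexol and 2 with vancomycin, and 4 splits cannot give a share under 0.05. The splits that part only 1 pair had up to 3 sets with iohexol and 5 with vancomycin, against 4 and 5 in the real splits. With cisplatin the count was 4, which is fixed in advance because the real split had 0 sets. The osmotic stress response with iohexol, a concentrated contrast medium, and the NRF2 and lysosome responses with vancomycin may be responses to the drugs, a hypothesis. The splits count sets and do not test these sets singly, and they are too few to tell the hypothesis apart from regrouping of the samples or to count against it.

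Processed pseudogenes were over-represented among the vancomycin DEGs, a signal in genes the paper does not discuss. Of 451 processed pseudogenes tested with vancomycin, 157 (34.8%) were DEGs, against 17.0% of protein-coding genes. With iohexol 3.21% of 405 were DEGs (protein-coding 4.94%) and with cisplatin 14.8% of 465 (14.4%). Whether the excess differs between drugs was not tested. Low counts would leave the excess to weakly expressed genes, but 42.9% of processed pseudogenes at 5 or more CPM were DEGs with vancomycin, against 13.3% of protein-coding genes. If reads shared between gene copies had been counted differently in the vancomycin libraries, protein-coding genes with much shared sequence would change more often as well. The ratio of the frequency of changes over 2-fold in coding genes with at least 50% shared sequence (24.3%) to that in matched coding genes under 5% (29.1%) was 0.835. A ratio under 1 goes against it, but the ratio was 0.558 with iohexol and 0.52 with cisplatin. Of the DEGs, 8.01% had at least 50% shared sequence with vancomycin, against 6.06% of the genes tested, while these shares were 4.48% and 5.86% with iohexol and 4.59% and 5.96% with cisplatin. A part of shared reads is therefore not excluded. A change in the parent genes remains as well. The median size of the log2 fold change was 0.81 for 78 ribosomal protein genes, with 69 of them up. It was 0.69 for the pseudogenes at 5 or more CPM. Sizes carry no sign, so that they cannot show whether the pseudogenes moved in the direction of their parents. With library size only the median of all genes shifted by -0.0764 in this comparison. Single genes rose by more. RN7SL2 (92.6% shared sequence) had 8 to 96 counts in the other 9 libraries and 2399 to 2541 in the vancomycin libraries, and RPS23, a protein-coding gene (10.1%), had 167 to 314 and 5478 to 5914. The pseudogenes EEF1A1P5 and RPSAP47, chosen after their values were seen, had 767 to 1064 against 9939 to 11198 and 0 to 10 against 496 to 589. The log2 fold changes of the parent genes EEF1A1 and RPSA with vancomycin, also chosen after their values were seen, were 0.62 and 0.29. All 3 vancomycin libraries belong to a single condition, so that a difference in how these libraries were made or counted cannot be told apart from the drug.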

How the results depend on the processing

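Settings that combine the unadjusted p or another choice with no filter, and settings of the marker sets and of the contrasts between drugs, were chosen after seeing the data, as were those that leave out a sample for PC1 and gene span. The cause of each change given here was not tested, except where a value shows it. Each alternative kept the direction of all 12 fold changes of the hub genes wherever it gave a value.

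Numbers of DEGs moved most with the filter on low counts and the p-value together. With limma-voom and unadjusted p on all genes with at least 1 count there were 2574 DEGs with iohexol (1963 up, 611 down), 4917 with cisplatin (2552 up, 2365 down) and 5240 with vancomycin (2850 up, 2390 down), and 164 co-up- and 87 co-down-regulated DEGs. With edgeR and the same pair of choices there were 1919 DEGs with iohexol (1479 up, 440 down), 4009 with cisplatin (2062 up) and 4261 with vancomycin, and 109 co-up-regulated DEGs, 35 of them shared with the 36 reported, and 52 co-down-regulated DEGs, which included all 23 reported. With at least 10 counts in every sample there were 416 up-regulated DEGs with iohexol, 1691 DEGs with cisplatin (654 up), 20 co-up- and 14 co-down-regulated DEGs. With library size only there were 1849 up-regulated DEGs with cisplatin (65.0%, against 1210 and 46.6% with TMM), while the share of up-regulated DEGs went from 76.3% to 81.9% with iohexol and from 58.6% to 51.3% with vancomycin. The fit of all 4 groups gave 61 co-up-regulated DEGs, and no filter gave 36 co-down-regulated DEGs. The other alternatives that kept all samples were within 1.5 times of the reported numbers, with 26 to 52 co-up- and 18 to 32 co-down-regulated DEGs. Across the 12 fits that each left out a sample there were 20 to 44 co-up- and 22 to 27 co-down-regulated DEGs. Leaving out a sample gave 666 to 944 DEGs with iohexol, 2588 to 2736 with cisplatin and 2858 to 3134 with vancomycin.

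AOC3 with iohexol kept its call under every alternative that kept all samples and gave a value, with adjusted p of 0.00342 to 0.0311 from the models run. Its log2 fold change was 1.40 to 1.81 across the 6 fits that each left out a sample, and 3 of these lost significance (highest adjusted p 0.0766 from edgeR). AOC3 was then missing from the co-up-regulated DEGs without control replicate 1, without control replicate 2 and without iohexol replicate 1, and under 10 counts in every sample, a filter it does not pass. AOC3 with cisplatin (2.18 to 2.59) and vancomycin (2.47 to 2.88), TLR4 with vancomycin (1.32 to 1.72) and TNFAIP6 with all 3 drugs kept their calls in each fit that left out a sample.

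IRF4 with iohexol passed the threshold in the fit of all 4 groups (log2 fold change 2.04, adjusted p = 0.0129 from edgeR) and with library size only and no filter (2.13, adjusted p = 0.0401), while the adjusted p over all alternatives that kept all samples was 0.0129 to 0.113. Leaving out a sample gave 1.76 to 2.24 in the 4 fits whose filter it passed, and 1 of these passed the threshold. With no filter the 6 fits gave 1.73 to 2.23, and 0 passed (highest adjusted p 0.186 from edgeR). IRF4 with vancomycin lost significance with no filter without control replicate 1 (1.88, adjusted p = 0.0641), without vancomycin replicate 1 (2.03, adjusted p = 0.0607) and without vancomycin replicate 2 (1.97, adjusted p = 0.0764). In the 4 fits whose filter it passed, it kept its call (highest adjusted p 0.0342 from edgeR). It did not pass the filter without vancomycin replicate 1 or without vancomycin replicate 2. IRF4 with cisplatin did not pass under any alternative with an adjusted p (0.0784 to 0.425 from edgeR, limma and DESeq2 over those that kept all samples, and up to 0.473 with a sample left out). TLR4 with cisplatin passed in the fit of all 4 groups (1.13, adjusted p = 0.0424), with library size only and no filter (1.34, adjusted p = 0.025) and without cisplatin replicate 2 and no filter (1.38, adjusted p = 0.0317), with adjusted p of 0.025 to 0.196 over the alternatives that kept all samples. Leaving out a sample gave 0.90 to 1.40 in the 4 fits whose filter it passed. TLR4 with iohexol did not pass under any alternative with an adjusted p (0.87 to 1.22 with a sample left out). With at least 10 counts in every sample there is no value for AOC3, IRF4 and TLR4, or for TNFAIP6 with vancomycin. IRF4, and TLR4 with cisplatin, have no value under most alternatives that keep the filter, and DESeq2 without a filter gives no adjusted p for IRF4 with iohexol. IRF4 had at most 14 counts in any library and TLR4 at most 29, and this depth limits what the filter and the test can show for them.

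The share of variance on PC1, reported as 55.8%, 78.0% and 78.8% for iohexol, cisplatin and vancomycin, was 74.8%, 90.0% and 92.3% with the 500 most variable genes, 89.8%, 96.7% and 97.1% with DESeq2's variance-stabilizing transformation of 500 genes, and 42.0%, 62.5% and 61.7% with unit variance. It was 54.9% to 61.9%, 76.6% to 78.9% and 77.7% to 79.0% with a sample left out. No paired analysis was possible for PC1 because it comes from no test.

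The correlation across genes of log2 fold change and gene span with iohexol (-0.0439) reversed for iohexol replicate 3 against the control mean (0.101), and ranged from -0.121 to 0.00412 with a sample left out. With cisplatin (-0.428) it was -0.307 with exon length in place of span, -0.413 with 10 counts in every sample, -0.469 for protein-coding genes only, -0.407 for cisplatin replicate 1 against the control mean and -0.439 to -0.408 with a sample left out. With vancomycin (-0.207) it was -0.276 for protein-coding genes only and -0.166 for vancomycin replicate 1 against the control mean. With the replicate block the 3 correlations were -0.0425, -0.429 and -0.208. Between 3 and 5 contrasts of hub genes between drugs passed with a sample left out, and between 8 and 10 marker sets, against 5 and 9 reported.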

Differences from the paper's values

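With iohexol there were 826 DEGs against the paper's 1391. Of the alternatives set before the data were examined, no filter (968), the unadjusted p (993) and leaving out iohexol replicate 3 (944) came within 1.5 times of the paper's number, and the other 13 of 16 did not. Of the up-regulated DEGs there were 630 against the paper's 1031, with 737 under library size only, 716 with no filter, 762 with the unadjusted p and 731 without iohexol replicate 3 within 1.5 times of it and the other 12 alternatives not. Of the down-regulated DEGs there were 196 against the paper's 360, and only no filter (252) came within 1.5 times. With edgeR, no filter and the unadjusted p together, a combination chosen after seeing the values, there were 1919 DEGs, 1479 up-regulated and 440 down-regulated, each within 1.5 times of the paper's. Limma-voom with the unadjusted p, also chosen after seeing the values, gave 1008 DEGs and 771 up-regulated DEGs, which are within 1.5 times, and 237 down-regulated DEGs, which are not.

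There were 36 co-up-regulated DEGs against the paper's 95. None of the 22 alternatives set before the data were examined closed the gap, the nearest being 61 with a fit of all 4 groups. No filter and the unadjusted p together, chosen after seeing the values, gave 109. Limma-voom with the unadjusted p, also chosen after seeing the values, gave 50, and with no filter as well 164, neither within 1.5 times.

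Of the 34 genes named in the paper's network in Fig. 3F, 15 were co-DEGs. The unadjusted p gave 16 and no filter 18, neither of which closed the gap. The 2 choices together, tried after seeing the values, gave 24, which is within 1.5 times.

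The numbers of DEGs shared by pairs of drugs can be read by eye from the Venn diagrams. The paper's number of up-regulated DEGs shared by iohexol and cisplatin is about 260 in Fig. 3A, against 116, and neither the unadjusted p (157) nor the replicate block (87) closed the gap. For iohexol and vancomycin it is about 340 in Fig. 3A, against 207, with 237 under the unadjusted p within 1.5 times and 176 with the replicate block not. For cisplatin and vancomycin it is about 320 in Fig. 3A, against 211, with 225 under the unadjusted p within 1.5 times and 210 with the replicate block not. The paper's number of down-regulated DEGs shared by iohexol and vancomycin is about 85 in Fig. 3B, against 56, with 70 under the unadjusted p within 1.5 times and 54 with the replicate block not.

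The paper lists IRF4 and TLR4 among the genes raised by all 3 drugs and takes them as hub genes. It also reports that both rose with each drug in HK-2 cells by real-time PCR and western blot, which were not analysed here. In the counts the fold changes of both genes were positive with all 3 drugs, but neither was a co-up-regulated DEG. TLR4 was called with vancomycin (log2 fold change 1.57, adjusted p = 0.00458 from edgeR, 0.00379 to 0.012 over the alternatives that kept all samples). It was not called with iohexol (1.10, adjusted p = 0.0836, 0.0664 to 0.235 over the alternatives that kept all samples), apart from the setting with the unadjusted p. With cisplatin (1.10, adjusted p = 0.0862, 0.025 to 0.196 over the alternatives that kept all samples) it was called in the fit of all 4 groups (adjusted p = 0.0424), with library size only and no filter (0.025) and without cisplatin replicate 2. TLR4 was a co-up-regulated DEG only under no filter with the unadjusted p, chosen after seeing the values. IRF4 was called with vancomycin on all genes with at least 1 count (2.16, adjusted p = 0.0156, 0.00258 to 0.0439 over the alternatives that kept all samples). With no filter and a sample left out, the call was lost in 3 of 6 fits (adjusted p 0.0607 to 0.0764). With the filter and a sample left out, it was kept in the 4 fits whose filter IRF4 passed (highest adjusted p 0.0342). With iohexol its log2 fold change was 2.03 (adjusted p = 0.0567, 0.0129 to 0.113 over the alternatives that kept all samples). IRF4 was called there in the fit of all 4 groups (0.0129) and with library size only and no filter (0.0401). It was also called under no filter with the unadjusted p. Without iohexol replicate 3 it was called with the filter (adjusted p = 0.0281 from edgeR), but not without the filter (0.0618). With cisplatin (1.31, adjusted p = 0.279, 0.0784 to 0.425 over the alternatives that kept all samples) no setting run called it, and it was a co-up-regulated DEG under none.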

Other observations

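All tests of explanations in this part were set before their results were seen, apart from the check of the metallothioneins under library size only.

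The number of DEGs of each drug was compared with other splits of the same 6 samples. Of the 4 splits that part all same-numbered pairs, the real split included, 1 gave as many DEGs in the iohexol comparison, 1 in the cisplatin comparison and 1 in the vancomycin comparison, the real split in each case. The other splits, including the 6 that part only 1 pair, gave 0 DEGs, with 66 to 1403, 39 to 124 and 46 to 144 genes at an unadjusted p under 0.05, against 5349, 10123 and 9792 in the real splits. Those splits mix control and drug samples in each group, which widens the spread within groups. With 4 splits no share under 0.05 can be reached.

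The 3 lists of DEGs behind the co-DEGs share the same 3 controls, so that a deviation of the controls enters all of them. Of 100 assignments of the group labels within replicate numbers, the real one included, 5 gave as many co-DEGs as the real 59. The median of the others was 0 and the highest 1461. In all 4 of the permuted assignments with as many, the 3 samples of a single drug took the place of the controls. With another group as the shared reference, there were 222 co-DEGs against iohexol, 1167 against cisplatin and 1371 against vancomycin. Genes that respond only to the drug taken as the reference become co-DEGs by construction, so that neither these numbers nor the permuted assignments settle the part of a shared reference. In 15026 genes compared by sample, a mean of 145 genes (111 to 202) changed over 2-fold in the same direction with all 3 drugs when the drugs were set against the same control sample. When they were set against 3 different control samples the mean was 57.8 (51 to 70), a ratio of 0.4 for the shared controls. A single control sample is noisier than the mean of 3, against which there were 63. The correlation across genes of the log2 fold changes of iohexol and cisplatin was 0.272 with the same control sample and 0.120 with different ones, that of iohexol and vancomycin 0.287 and 0.146, and that of cisplatin and vancomycin 0.198 and 0.105. Genes are not independent replicates. Of the 59 co-DEGs, 23 passed 2-fold in all 6 assignments of different controls and 7 in none. A part of the overlap may therefore come from the shared controls. Each of the 23 passed 2-fold whichever control sample was used, but the choice of co-DEGs against the same 3 controls favours this. The correlation left with different controls leaves room for a further part common to the drugs. That part cannot be told apart from a deviation that all 3 controls have in common.

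Long genes fell with cisplatin. Across 15876 genes, Spearman's rho between the log2 fold change and the genomic span was -0.428, and the median log2 fold change was 0.29 for 4318 genes under 10 kb and -0.94 for 1047 genes over 200 kb. Of the genes over 200 kb, 47.0% were down-regulated DEGs, against 3.43% of those under 10 kb. Exon length, GC content and expression level together left a partial rho of -0.304, which is 71.1% of it. As a measure of differences between libraries unrelated to the drug, a control sample against the other 2 reached 0.192 in size, while the smallest of the cisplatin samples was 0.407. In 1 of the 4 splits that part all same-numbered pairs, the real one, the correlation was as large, with 0.395 next. The 6 splits that part only 1 pair reached 0.422 in size. Each split other than the real one sets 2 samples of the drug and 1 control against 1 and 2, so that an effect of the drug enters these correlations as well. A loss of transcripts of long genes with cisplatin, a compound that binds DNA, is a hypothesis that these tests leave, apart from the splits, which are too few to settle it. With vancomycin rho was -0.207 with a partial rho of -0.0678, a control sample reached 0.197, and the correlation was as large in 1 of the 4 splits, with 0.203 next, while those that part only 1 pair reached 0.277 and 0.274, larger in size than the real split. With iohexol rho was -0.0439 with a partial rho of -0.0137, a control sample reached 0.201, and 3 of the 4 splits gave a correlation as large, with up to 0.244 in those that part only 1 pair. For vancomycin and iohexol both technical explanations remain. Whether the correlations differ between drugs was not tested.

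The metallothionein set fell with iohexol (median log2 fold change -2.96, 0 of 7 genes up, adjusted p = 9.23e-09 from limma's camera, 1.83e-09 with the replicate block) and with vancomycin (-0.99, 0 of 7 up, adjusted p = 0.0029, 0.00466 with the block). With cisplatin the median was -0.61 with 1 of 7 up (adjusted p = 0.123). With library size only, the adjusted p were 3.24e-10, 0.00451 and 0.0761. The paper does not report these genes as a group.

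HAVCR1, which encodes the injury marker KIM-1, fell with cisplatin (log2 fold change -1.43, standard error 0.07, adjusted p = 8.21e-12 from edgeR's quasi-likelihood test, 1.5e-18 with the replicate block) and with vancomycin (-1.20, standard error 0.10, adjusted p = 3.71e-10, 2.53e-12 with the block), with all 3 drug samples below all 3 controls. Its change with iohexol was 0.07 (adjusted p = 0.637). Of its sequence 13.8% is shared with other genes. TIMP2 changed by 0.52, -0.95 and 0.25 with iohexol, cisplatin and vancomycin.

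Of the partners of TLR4 that the paper's text names, LY96 passed the filter only with vancomycin (log2 fold change 2.41, standard error 0.55, adjusted p = 0.000638 from edgeR's quasi-likelihood test, 0.00136 with the replicate block). CD14 rose with iohexol (1.14, standard error 0.34, adjusted p = 0.0356, 0.0678 with the block) and with vancomycin (1.80, standard error 0.37, adjusted p = 0.000201, 0.000223 with the block), each in 3 of 3 samples, and by 0.69 with cisplatin (adjusted p = 0.134). MYD88 changed by -0.04, 1.38 and 0.85 with iohexol, cisplatin and vancomycin (adjusted p = 0.855, 1.79e-10 and 3.44e-07). TIRAP and TRAF6 had adjusted p of 0.234 or more with all 3 drugs. No explanation was tested for these genes.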
